# Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells

**DOI:** 10.1371/journal.pone.0164407

**Published:** 2016-10-12

**Authors:** Aleksandra Cvoro, Aleksandar Bajic, Aijun Zhang, Marisa Simon, Igor Golic, Douglas H. Sieglaff, Mirjana Maletic-Savatic, Aleksandra Korac, Paul Webb

## Abstract

Thyroid hormone (TH) receptors (TRs α and β) are homologous ligand-dependent transcription factors (TFs). While the TRs display distinct actions in development, metabolic regulation and other processes, comparisons of TRα and TRβ dependent gene regulation mostly reveal similar mechanisms of action and few TR subtype specific genes. Here, we show that TRα predominates in multipotent human adipose derived stem cells (hADSC) whereas TRβ is expressed at lower levels and is upregulated during hADSC differentiation. The TRs display several unusual properties in parental hADSC. First, TRs display predominantly cytoplasmic intracellular distribution and major TRα variants TRα1 and TRα2 colocalize with mitochondria. Second, knockdown experiments reveal that endogenous TRs influence hADSC cell morphology and expression of hundreds of genes in the absence of hormone, but do not respond to exogenous TH. Third, TRα and TRβ affect hADSC in completely distinct ways; TRα regulates cell cycle associated processes while TRβ may repress aspects of differentiation. TRα splice variant specific knockdown reveals that TRα1 and TRα2 both contribute to TRα-dependent gene expression in a gene specific manner. We propose that TRs work in a non-canonical and hormone independent manner in hADSC and that prominent subtype-specific activities emerge in the context of these unusual actions.

## Introduction

It is not clear why evolutionary processes selected for two distinct thyroid hormone (TH) receptor encoding genes. Major products of the THRA and THRB genes, TRα1 and TRβ1, are highly homologous ligand-dependent nuclear transcription factors (TFs) that partner with retinoid X receptors (RXRs) to regulate TH-dependent developmental decisions, metabolic homeostasis and other processes [1,2]. In both cases, unliganded receptor occupies specific TH response elements (TREs) and the active form of TH (triiodothyronine, T3) triggers exchange of receptor-associated coregulators and alters expression of TR target genes [3–5]. Analysis of TR knockout mice and humans and mouse models with TR mutations that cause TH resistance (RTH) reveals that TRs α and β regulate distinct physiological processes [6–8]. For example, TRβ1 acts in liver to regulate hepatic cholesterol and bile acid metabolism whereas TRα1 plays unique roles in regulation of heart rate, muscle physiology and bone development [9,10] and the two TRs also play distinct roles in cancer [11–13]. These TR subtype-specific effects, however, often correlate with TRα/TRβ ratios in individual cell types [9]. Further, dissection of TRα1 and TRβ1 action in cultured cells has only revealed moderate differences in transactivation and transrepression, homodimerization and DNA binding properties [14–16] and TRα1 and TRβ1 mostly regulate the same genes in native liver [17] and homologous cell types that express exogenous TRs [18–20]. Thus, differential effects of TRα1 and TRβ1 can be attributed to tissue/developmental stage-specific variations in TR expression but possible contributions of fundamental differences in TR subtype specific gene-regulatory properties are unclear [9,21].

Unliganded TRs are physiologically important [22,23] and display subtype-specific actions *in vivo* [24]. TRs are expressed before the onset of TH synthesis in frogs and mammals, implying hormone independent function [23,25,26], and unopposed actions of unliganded TRs in hypothyroidism and RTH results in deleterious effects on development, cancer incidence and metabolic response that are distinct from TR knockout [27]. Interestingly, TRα1, but not TRβ1, prevents precocious Xenopus metamorphosis [28]. Further, mice with defective PAX8, which regulates thyroid follicular cell genesis, exhibit congenital hypothyroidism and severe developmental defects which are selectively rescued by TRα1 knockout [27,29,30]. Again, the extent to which unliganded TR subtype selective effects are explained by differential TR expression or differences in TR mechanism is unclear.

THRA and THRB genes produce distinct spectrums of splice variant transcripts that encode TRs with unique functions [31,32]. TRβ2, a T3-binding TRβ splice variant that is expressed in a small subset of tissues, including pituitary and hypothalamus, is involved in regulation of the hypothalamic-pituitary-thyroid axis. The THRA gene encodes a major non-hormone binding TRα splice variant with a unique C-terminus (TRα2). TRα2 heterodimerizes with hormone binding forms of both TRs and exerts weak antagonistic effects on TH responses [31] and acts as phosphorylation-dependent single stranded RNA binding protein [33]. Currently, however, physiological significance of TRα2 is not clear.

THs and TRs can also act via non-genomic pathways, which are independent of intranuclear formation of T3-liganded or unliganded TR/chromatin complexes (reviewed in [34]). Some non-genomic TH-dependent effects are mediated by alternative TH-binding proteins, notably integrin αvβ3. However, TRα and certain transcriptionally inactive TRα splice variants, TRβ1 and TRβ1 RTH mutants have variously been implicated in regulation of mitochondrial activity, activation or modulation of second messenger cascades in different cell types and maintenance of actin cytoskeleton. Accordingly, TRs adopts a variety of extranuclear locations, including the mitochondrion, the inner surface of the cell membrane and throughout the cytoplasmic compartment.

While there is little evidence for large scale differences in TR subtype gene regulatory effects, there are reasons to suspect that TRs will prove to display different mechanisms of action *in vivo* [35]. Even though TRα1 and TRβ1 regulate similar gene sets in native liver and cultured cell types, there are TR subtype/gene-specific variations in responses to T3 and to unliganded TRs in these cells [3,18–20,36] and TRs even act in completely hormone-independent fashion at small subsets of genes in HepG2 and HeLa cells [18,19]. Moreover, ChiPseq studies reveal that TRα1 and TRβ1 sometimes occupy distinct chromatin regions [20]; while it has not yet been possible to link these TR binding events directly to subtype-specific genes [20], this finding suggests that TRs could influence distinct genes from distinct sites. Further, TRβ2 plays a central role in negative regulation of TH stimulating hormone (TSH) in cultured pituitary cells, even though TRα1 is present in the same cells and can subsume TRβ2 function after TRβ2 knockdown (KD) [37]. Finally, TR subtype specificity can emerge within the context of non-canonical TR actions [38,39].

Human adipose-derived stem cells (hADSC) are slow dividing multipotent adult stem cells that differentiate into a variety of TH-responsive cell types, including adipocytes, chondrocytes and osteocytes [40–43]. ADSC display low immunogenicity and no tumorigenicity and, unlike embryonic stem cells (ESC), there are few ethical concerns about use in humans. Thus, hADSC are potentially useful in cell-based therapies, tissue engineering and disease modeling. In this study, we set out to define TFs expressed in ADSC that may be important for multipotent phenotype. TRα predominates in hADSC, but not hADSC-derived differentiated cells, similar to our findings that TRα predominates in human ESC and induced pluripotent stem cells (iPSC) whereas TRβ transcripts are upregulated in mature iPSC-derived hepatocytes [44]. We find that both TRs are predominantly cytoplasmic and highly active in the absence of exogenous hormone in hADSC and that they influence cell division and hundreds of genes in a strongly TR subtype specific fashion. We suggest that prominent differences between TR subtypes can emerge in the context of unusual non-genomic actions and that unliganded TRs may function in similar ways in adult stem cells *in vivo*.

## Materials and Methods

### Reagents

Triiodothyronine (T3) was obtained from Sigma-Aldrich (Milwaukee, WI).

### Cell Culture

Human Adipose-Derived Stem Cells (ADSC) were purchased from Invitrogen (Invitrogen, Grand Island, NY, Cat. No. R7788115) and ZenBio (ZenBio Inc, Research Triangle Park, NC, Cat. No. ASC-F). All donors were non-diabetic females. Cells were maintained in Complete MesenPRO RS^™^ Medium (Invitrogen). Chondrogenesis was induced using STEMPRO^®^ Chondrogenesis Differentiation Kit according to manufacturer’s protocol (Invitrogen). After 21 days, cells were fixed, stained with Alcian Blue for proteoglycan content and phase contrast images were taken using an Olympus Ix81 microscope. Osteogenesis was induced using the STEMPRO^®^ Osteogenesis Differentiation Kit (Invitrogen) for 21 days and assessed using Alizarin Red staining to visualize calcium depositions in extracellular matrix. Adipogenesis was induced with STEMPRO^®^ Adipogenesis Differentiation Kit (Invitrogen) for 14 days and assessed using Oil-Red-O staining. Images were acquired at 4x and 10x magnification (Olympus Ix81 microscope).

### RNA Isolation

Following treatments indicated in figure legends, total RNA was prepared using Aurum Total RNA kit (Bio-Rad, Hercules, CA). Reverse transcription reactions were performed using 1 μg of total RNA with an iScript cDNA Synthesis kit (Bio-Rad).

### Microarray Analysis

Human HT-12_v4 whole genome expression arrays were obtained from Illumina (Illumina, San Diego, CA). cRNA synthesis and labeling were performed as described [44]. Results are deposited in the Gene Expression Omnibus (GEO) with accession numbers GSE75692 and GSE 75433. Arrays were scanned using the BeadArray Reader (Illumina). Unmodified microarray data obtained from GenomeStudio was background-subtracted and quantile-normalized using the *lumi* package [45] and analyzed with the *limma* package [46] within R software [47]. T3-response was determined by comparing cells treated with T3 (100nM) for 24 hrs against their respective untreated controls, and differentiation related changes by comparing differentiated cells with hADSC samples. The effect of TRα and TRβ KD was determined by comparing the siRNA control to both KDs respectively. Analysis was corrected for multiple hypothesis testing [48], and effects were considered significant when ≥2-fold with an adjusted p-value ≤ 0.05. To facilitate comparisons among various datasets, all data was uploaded into a SQLite3 database (http://www.sqlite.org/). Transcription Factors and associated partners were identified among the significantly affected genes through comparison to AnimalTFDB 2.0 [49].

### RT-qPCR

Real-time qPCR was performed with the Roche LightCycler 480 RT PCR Instrument using SYBR Green Mastermix (Roche, Mannheim, Germany). Sequences of the primers are available upon request. Data were collected and analyzed using the comparative threshold cycle method with GUSB, B2M, β-actin and 18S rRNA as reference genes. Experiments were performed at least three times, mean ± SD was calculated and statistical analysis was performed using the Prism curve-fitting program (GraphPad Prism, version 6.01). Expression of nuclear receptors was assessed using The Human Nuclear Receptors & Coregulators RT^2^ Profiler^™^ PCR Array (Qiagen, Hilden, Germany). Relative gene expression values were analyzed using the Superarray web-based software package performing all ΔΔ*C*_t_-based fold-change calculations.

### Transient Transfection

Cells were seeded onto 48-well plates in MesenPRO RS medium (Invitrogen) at 1.2x10^4^ cells per well and transfected the following day with luciferase reporters containing two copies of each TRE (DR4, F2) and FLAG-tagged TR expression vectors (Clontech Laboratories, Inc., Mountain View, CA) by using Xfect (Clontech Laboratories, Inc.) according to the manufacturer's instructions. 6h after transfection, media was changed (MesenPRO RS) and cells were treated with appropriate hormone dilutions (100nM T3 or GC-1). Twelve hours later, cells were lysed and assayed for luciferase activity (Promega, Madison, WI).

### Immunocytochemistry (ICC) and Fluorescence Imaging

ICC was performed on cells cultured in 4-well chamber slides (Nunc^™^ Lab-Tek^™^ II System, ThermoFisher Scientific, Carlsbad, CA). Cells were fixed with 4% PFA for 20 minutes, rinsed three times with PBS and then permeabilized in 0.1% triton dissolved in PBS for 10 minutes. Subsequently, cells were blocked for 30 minutes using 10% donkey serum in PBS.

For double immunostaining, we used TRα1 (1:100, PA1-211A, ThermoFischer Scientific), TRα2 (1:100, PA1-216, ThermoFischer Scientific), TRβ (1:250, sc-738, Santa Cruz, USA), COX IV, mitochondrial marker (1:100, ab14744, Abcam, UK) and calnexin, endoplasmic reticulum membrane marker (1:100, ab22595, Abcam, UK). All primary antibodies were diluted in PBS with 5% goat serum and applied directly into the chambers with cells. Antibodies used for double immunostaining were applied as a mixture with the exception of calnexin/TRα doublestaining which was sequential. Incubation was performed overnight at 4°C and then the antibodies were rinsed away three times in PBS with 1% bovine serum albumin. Cells were incubated with mixture of secondary antibodies Alexa Fluor 488 (1:400, A-11034, Life Technologies, Waltham, USA) and Alexa Fluor 633 (1:400, A-21052, Life Technologies) in PBS with 1% bovine serum albumin. After rinsing, the cells were labeled with nuclear stain Sytox Orange (1:1000, S11368; Life Technologies) for 5 minutes, washed two times in PBS and slides were then covered with Mowiol 488 and coverslip glass. Fluorescence imaging was performed on inverted Leica TCS SP5 II confocal microscope. Image analysis was performed in Leica LAS AF software. All images used for analysis were made on slide sets from two independent cell culture experiments with replicates.

Immunostaining for α-tubulin used mouse anti-α-Tubulin antibody conjugated with Alexa Fluor-488 (ThermoFisher Scientific) diluted 1:200 in PBS with 5% donkey serum and applied directly into the chambers with cells. Incubation was performed overnight at 4°C and then antibody was rinsed away three times in PBS with 1% bovine serum albumin. Additional labeling with DAPI (ThermoFisher Scientific) and Phalloidin-Alexa Fluor-647 conjugate (ThermoFisher Scientific—A22287, 5 U/ml) dissolved in 1% BSA in PBS took 20 minutes. Cells were rinsed at least 6 more times and slides were then covered with fluorescence mounting medium (DAKO, S3023) and coverslip glass. Fluorescence imaging was performed on inverted Zeiss LSM 710 confocal microscope with use of Zen 2010 software. Image analysis was performed in Zen 2010 and Imaris 8.1 software. All images used for analysis were made on slide sets from two independent cell culture experiments with replicates.

Cell size (cell surface area) and nuclear surface area were estimated from IF slides using Imaris 8.1 software. The non-parametric Kruskal-Wallis’s test followed by Dunn's post hoc test was used to identify significant differences. Statistical significance was accepted at *p*<0.05.

### RNA Interference

ADSC were plated in MesenPRO RS^™^ Medium and grown to 50% confluency. Cells were transfected with either TRα or TRβ ON-TARGET plus SMART pool siRNA, which contains an equal mix of different 4 siRNAs directed against the same transcript (Dharmacon, Waltham, MA), at 50 nM final concentration according to manufacturer’s protocol. Positive and negative non-targeting control siRNAs were also purchased from Dharmacon (Dharmacon). After two days, RNA was prepared for microarrays and qPCR. For 6-day experiments, cells were re-plated 48h and 96h after first siRNA transfection, and transfections were repeated in the same manner. To knock down particular TRα isoforms we used custom SMART pool ON-TARGET plus THRA1 or THRA2 siRNA (Dharmacon). Individual siRNAs were designated using the advanced Dharmacon tool (http://dharmacon.gelifesciences.com/design-center); 4 individual siRNAs with patented modifications to reduce off-targets were mix together to make a pool. All siRNA sequences are listed in S1 Table.

### Phase-contrast Microscopy

Cells were grown on 12-well culture dishes (BD Biosciences, Franklin Lakes, NJ), washed three times with PBS and examined under Nikon Ti-E microscope equipped with Cool SNAP HQ2 and DS-Fi1 cameras. Representative images were taken at 4X, 10X and 20X magnification.

### Western Blotting

Total hADSC protein was concentrated by lyophilization and separated with 4%–12% gradient Bis-Tris gels (Invitrogen). Proteins were transferred to PVDF membranes (Bio-Rad) and incubated with anti-TRα1 (ThermoFisher Scientific, Cat. No. PA1-211A) or anti-TRα2 (ThermoFisher Scientific, Cat. No. PA1-216) at a concentration of 1:1000. The Luminata Forte Western HRP Substrate (EMD Millipore, Billerica, MA) was used for protein detection.

### Function Enrichment Analysis (GeneCodis)

We used GeneCodis analysis (http://genecodis.dacya.ucm.es/) to integrate differentially expressed genes to find groups of genes with similar biological meaning and identify enriched functional themes. GeneCodis is a function analysis tool for singular and modular enrichment analysis which integrates different information resources (GO, Panther pathways, SwissProt, etc.) [50–52]. Genes of interest, defined as at least 2-fold differentially expressed according to microarray analysis, were uploaded into the application as standard human gene symbols and genes in the interaction network with FDR <0.05 were taken into consideration.

### Ingenuity Pathway Analysis (IPA)

For Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA), genes of interest, defined as those at least 2-fold differentially expressed, were uploaded and overlaid onto a global molecular network developed from the Ingenuity Pathways Knowledge Base (IPKB). The IPKB was searched to find sub-networks enriched in genes of interest. Significance for biological functions was assigned to each network by determining a *p*-value for the enrichment of the genes in the network for such functions compared with the whole IPKB as a reference set.

### GeneMANIA

We used GeneMANIA (http://www.genemania.org) to identify genes related to sets of input genes, identified as TRα or TRβ targets [53–55]. Genes used as input were differentially expressed genes underlying specific functional themes as identified by microarray, GeneCodis and IPA. The GeneMANIA algorithm comprises a linear-regression-based algorithm for calculating single, composite functional association networks from multiple networks derived from different proteomic or genomic data sources; and prediction of gene function. We focused the analysis only on high confidence physical interactions (from various protein interaction databases included in GeneMania) and pathway interactions (from Reactome pathway database). The resulting sub-network containing our query genes and additional related genes helps interpret mechanistic details of the functional themes we define.

### Flow Cytometry

Cells were collected and fixed in 70% ethanol for at least 2 hours at -20°C. DNA was stained with DAPI (1 μg/ml) and cells analyzed on LSR II instrument with DIVA 8.0 software. Final analysis was performed with FlowJo 10.1 software.

## Results

### Changes in TR Subtype Expression in hADSC Differentiation

We analyzed TF expression in human (h) ADSC before and after their differentiation along the adipogenic, chondrogenic and osteogenic lineages (Fig 1A–1D). Microarray analysis revealed 1919, 1464 and 1309 genes display differential expression in hADSC versus each differentiated cell type and that 605 displayed common changes in all three lineages (Fig 1E). The latter group encompassed 51 transcription-related factors, including nuclear receptor (NR) COUP-TF1 (Fig 1F, S2 Table). We therefore assessed expression of all NRs during hADSC differentiation using more sensitive commercial PCR arrays (S3 Table). This approach revealed that TRβ1 and RXRα were also upregulated in hADSC-derived lineages; whereas retinoic acid receptor (RAR) γ was down-regulated. Independent qPCR validation confirmed that TRα transcripts were modestly upregulated in adipogenesis but unchanged in chondrocytes and osteoblasts and that TRβ1 and RXRα transcripts were upregulated in all three differentiated lineages (Fig 2A and 2B).

**Fig 1:**
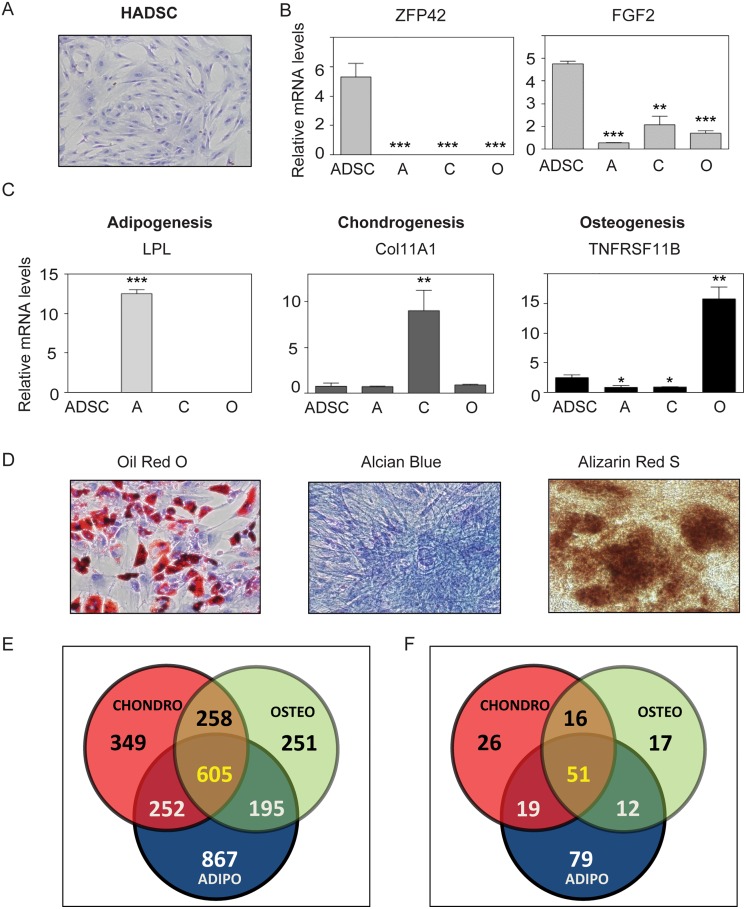
Verification of hADSC differentiation along adipogenic, chondrogenic or osteogenic paths. (A) Image of hADSC. (B, C) qRT-PCR analysis showing decreased expression of stem cell markers (B) and emergence of specific differentiation markers (C). The error bars represent the SD. Asterisks show statistically significant changes (***, *p* < 0.001; **, *p* < 0.01; *, *p* < 0.05). (D) Stained images of cells confirming appropriate differentiation. Venn diagrams representing differential gene expression after adipogenesis, chondrogenesis and osteogenesis as revealed by microarray (E) and transcription factor (TF) analysis.

**Fig 2:**
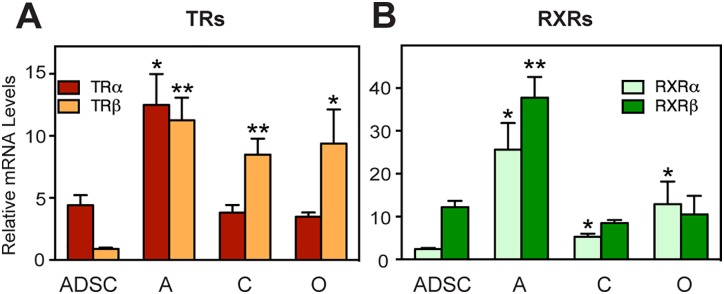
TR subtype switching in hADSC differentiation. (A, B) Expression of TRs and RXRs assessed by qPCR. Data represented as mean ± SD. Statistical significance of the observed changes is denoted by asterisk. (*p* < 0.01; *, *p* < 0.05). A = adipocytes; C = chondrocytes; O = osteoblasts.

Interestingly, hADSC expressed TRα1 and TRα2 transcripts (S1 Fig). Both TRα1 and TRα2 transcripts were coordinately upregulated during adipogenesis, similar to total TRα (Fig 2). However, TRα1 was selectively upregulated during differentiation to chondrocytes and osteocytes while there were no statistically significant changes in TRα2 expression (S1A and S1B Fig). The importance of these differential effects is unclear.

### T3 does not Influence TR Target Gene Expression in hADSC

To understand TR function in hADSC, we first assessed their capacity for T3 response. Unexpectedly, we failed to detect effects of T3 (100nM) on gene expression in parental hADSC using microarray analysis (data deposited in NCBI’s Gene Expression Omnibus; GSE75433). Similar results were obtained in two independent pools of cells from six donors, suggesting that lack of T3 response is unrelated to donor/batch variability. To partially address the possibility that microarray analysis was not sensitive enough to detect T3 regulated genes in this cell background, we performed targeted qPCR analysis of known TR target genes that commonly respond to T3 in multiple cell types including hairless (HR) and Kruppel-Like Factor (KLF) 9 ((18,44): S2A Fig). Neither gene responded to T3 in parental hADSC but did respond to 100nM T3 in hADSC-derived adipocytes. We also verified that hADSC are capable of mounting responses to T3 (100nM) and the thyromimetic GC-1 at a dose that is saturating for both TRs (100nM) after transfection of TRs and TRE-reporters (S2B Fig). Thus, there is no general defect in TR signaling or hormone import to explain lack of T3 response in this cell type and it seems likely that the inability to respond to T3 is a property of endogenously expressed receptors.

Further exploration of T3 response in hADSC-derived adipocytes, chondrocytes and osteoblasts using microarray analysis revealed multiple T3 regulated genes in addition to HR and KLF9 (S2C Fig; genes listed in S4, S5 and S6 Tables). In adipocytes, T3 induced 10 genes and repressed more than 40, in chondrocytes 18 genes were upregulated and 19 downregulated and 59 were upregulated and 78 down regulated in osteocytes. T3-regulated genes included documented verified or possible TR target genes, including TP53I11 [18,56], PPARGC1A [57] and APOE [58] in osteocytes and IGF1 [59] and DACT1 [44] in chondrocytes. There was little overlap between T3 targets in adipocytes, chondrocytes and osteocytes (S2C Fig) and the relatively small number of hormone-responsive genes means that we cannot readily predict effects of T3 on particular pathways and processes in each hADSC-derived lineage. The fact that T3 response emerges after hADSC differentiation nevertheless underscores the notion that there is no intrinsic genetic block to T3 action in parental hADSC. Further, the fact that increases in TRβ levels correlate with emergence of the capacity for T3 response raises the possibility that elevated TRβ levels could be one factor that permits TRs to act in canonical fashion in this cell type.

### hADSC TRs are Predominantly Cytoplasmic

To understand lack of T3 response in hADSC, we used immunofluorescent (IF) labeling to determine whether we could detect TR protein and assess subcellular localization (S3 Fig). Double-IF labeling of either TRα1 (green, upper panels) or TRα2 (green, lower panels) along with TRβ (red) revealed detectable staining for all three forms of TR. Specificity of labeling was ensured in control experiments that omitted primary antibodies (S4 Fig). Remarkably, all TRs adopted primarily cytoplasmic immunolocalization. TRα1 displayed strong cytoplasmic localization, with some nuclear staining. TRα2 displayed weaker overall staining than TRα1, but nevertheless displayed a similar predominantly cytoplasmic distribution. TRβ staining was very weak, in accordance with low transcript levels, but appeared exclusively cytoplasmic. We were unable to detect colocalization of either form of TRα with TRβ (right panels).

Further assessment revealed TRα immunolocalization in cytoplasmic membranous subcompartments (Fig 3). Double immunostaining of TRα1 and TRα2 (green) with the mitochondrial marker COX IV (red) was consistent with a predominantly mitochondrial localization for TRα proteins (Fig 3A), as noted in other cell types (see [60]). We also observed TRα immunolocalization in cisternal structures at the cell periphery (Fig 3B, green arrows) and perinuclear area (Fig 3B, green arrowheads). We confirmed that this corresponded to endoplasmic reticulum (ER) with double immune labeling of TRα1 and TRα2 (green) with the ER marker calnexin (red) (Fig 3C and 3D). A magnified view of TRα1 and TRα2 colocalization with calnexin at the cell periphery and perinuclear region (Fig 3D, yellow arrows and yellow arrowheads respectively) also indicated that TRα1 and TRα2 were localized outside of endoplasmic reticulum (Fig 3D, green arrows).

**Fig 3:**
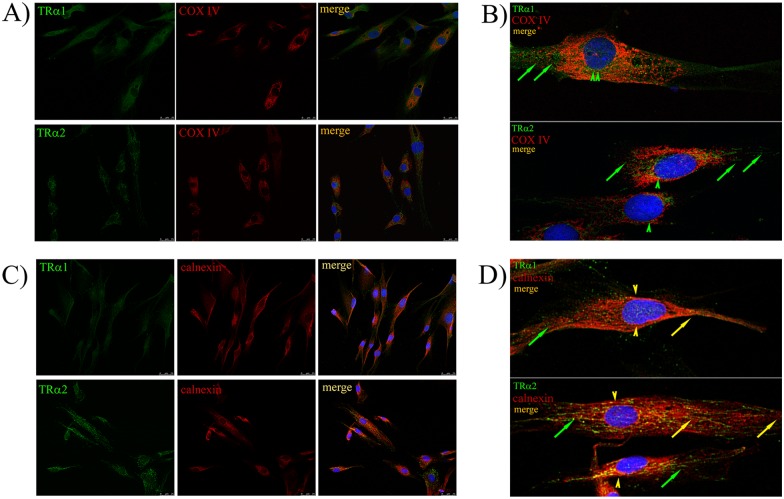
Subcellular partitioning of TRα1 and TRα2 in hADSC to mitochondria and endoplasmic reticulum. Confocal images of hADSC showing double immunostaining for TRα1 and TRα2 (green) with mitochondrial marker COX IV (red—A, B) or endoplasmic reticulum marker—calnexin (red—C, D). Magnified view of TRα1 and TRα2 localization in cisternal structures (endoplasmic reticulum) at the cell periphery (green arrows) and perinuclear region (green arrowheads) (B) and their colocalization with calnexin—(D—yellow arrows, yellow arrowheads). Green arrows on D) pointing to TRα1 and TRα2 localization outside of endoplasmic reticulum. Bar: A, B = 25 μm.

### hADSC TRs are Active without Hormone and Exhibit Subtype-Specific Effects on Cell Morphology

We used siRNA to learn whether hADSC TRs were active in the absence of exogenous hormone. Initial experiments utilized a verified commercially available pool of four highly specific siRNAs for each TR transcript, which allows us to use low concentrations of reagent and reduces the possibility of cross-reaction with unrelated mRNA species (Materials and Methods). Additionally, the siRNAs that we used are dual strand modified to favor antisense strand uptake and to destabilize off target activity and enhance target specificity [61]. Specific KD of total TRα was verified by qPCR (S5A Fig) and western analysis confirmed that levels of TRα1 and TRα2 immunoreactive species were diminished after TRα siRNA treatment (S5B and S5C Fig). Further, TRα1 IF was abolished after siRNA transfection and TRα2 immunofluorescence was markedly diminished (S6 and S7 Figs), parallel to effects of siRNA treatment in westerns. Likewise, TRβ transcripts were reduced after TRβ siRNA treatment (S5A Fig). Although we did detect TRβ protein by IF, we were unable to detect immunoreactive TRβ1 protein in hADSC by westerns, probably because TRβ1 antibodies are insufficiently sensitive to detect low levels of TRβ by western [62]. However, we did observe complete abolition of TRβ IF signal after TRβ siRNA treatment (S6 and S7 Figs).

Remarkably, TR KD resulted in striking changes in cell morphology, which were highly TR subtype specific (Fig 4). While control cells retained their characteristic long, thin spindle-shaped fibroblastic morphology, TRα KD resulted in rounding and detachment of cells (Figs 4 and 5). By contrast, TRβ KD resulted in the appearance of rhomboidal and stellate cells. Joint TRα/TRβ KD revealed that the TRα KD phenotype is dominant. We have performed KDs of many other TFs in hADSC (manuscript in preparation), including other NRs that displayed differential regulation during hADSC differentiation pathways, Ets translocation variant (ETV) 5, multiple Kruppel-like Factors (KLFs), the corepressor SIN3A and others. We have not observed comparable morphological changes in any of these cases.

**Fig 4:**
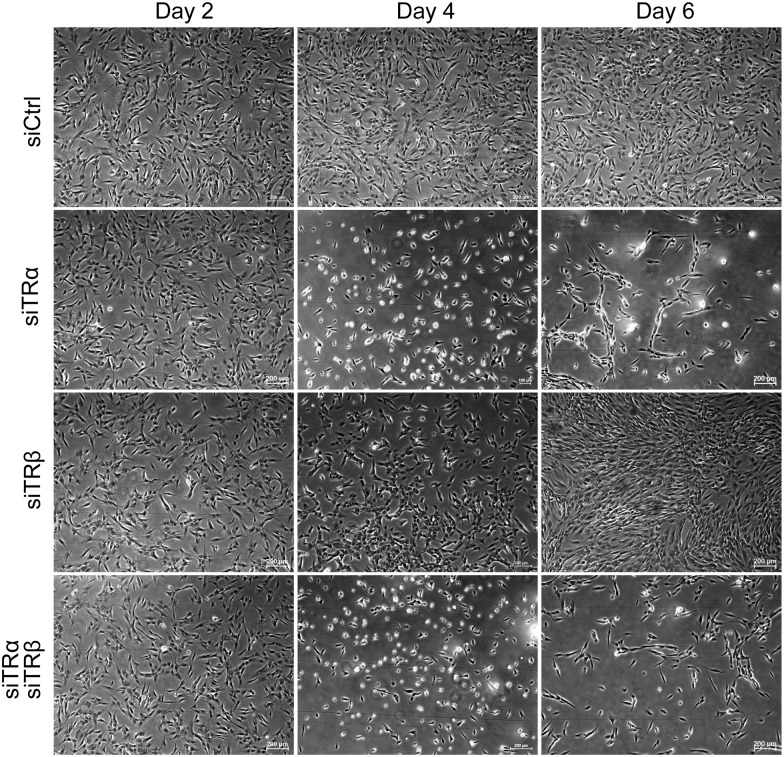
Effects of TR silencing on hADSC. hADSC were repeatedly treated with siTRα or/and siTRβ over 6 days. Cells were examined with Nikon Ti-E microscope (magnification 4x).

**Fig 5:**
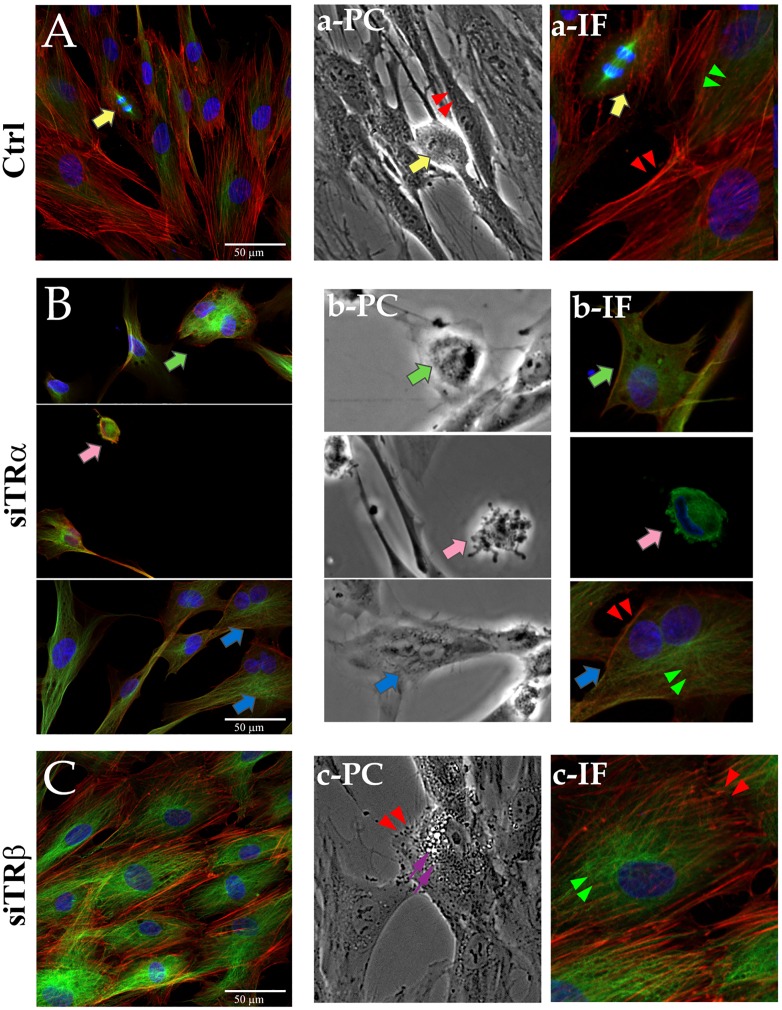
TR silencing alters hADSC morphology. Confocal images of hADSC (A, a-IF), siTRα (B, b-IF) and siTRβ (C, c-IF) showing immunostaining for actin (red), α-tubulin (green) and DAPI DNA counterstaining. Panels on right represent details from the left images examined at confocal (IF) and phase-contrast (PC) microscopes. Mitosis-yellow arrows; mitotic cell rounding/mitotic arrest (green arrows); apoptotic cell (pink arrows); binuclear cell (blue arrow); lipid droplets (violet arrow); actin (red arrowheads); tubulin alpha (green arrowheads). Bar: A, B, C = 50 μm.

We further analyzed appearance of TR KD cells using confocal microscopy with IF labelling of actin (red), tubulin-α (green) and DAPI DNA counterstaining (Fig 5, S8A Fig) and also counted cells in different phases of the cell cycle and determined total nuclear and cell surface area (Table 1, S8B and S8C Fig). Whereas control hADSC displayed normal mitosis (Fig 5A, S8A Fig, yellow arrows), TRα KD cells variously displayed signs of arrested mitosis, including rounding with lack of obvious chromosomes and mitotic spindle (Fig 5B, green arrow), and apoptosis (Fig 5B, pink arrow). We also detected (>16%) binuclear cells (Fig 5B, S8A Fig, blue arrows; Table 1) and a reduction in total cell and nuclear size (S8B and S8C Fig). In contrast, TRβ KD cells displayed similar mitotic index (MI) to control hADSC and showed increases in cell and nuclear size (Fig 5, S8 Fig; Table 1). TR KD also led to a more organized cytoskeletal network with dense actin fibers at cell edges (Fig 5C, red arrowheads), distinct from control hADSC which maintain typical mesenchymal actin fiber organization throughout the cell (Fig 5A, red arrowheads). We also observed changes in cytoskeletal content; TR KD promoted formation of a tubulin based cytoskeleton (Fig 5, green arrowheads). Finally, we found examples of TRβ KD cells with prominent lipid droplet accumulation, a hallmark of adipogenesis (Fig 5C, purple arrowheads).

**Table 1:** Effects of TR silencing on cell division. Mitotic index, the percentage of mitosis stage and binuclear cells were counted in Zen 2010.

	Cells in interphase (%)	Mitotic index (%)	Mitotic cells in prometaphase/metaphase (%)	Mitotic cells in anaphase/telophase (%)	Binuclear cells (%)
**siCtrl**	93.01	6.9	42.1	57.9	0
**siTRα**	81.53	0	0	0	16.79
**siTRβ**	91.3	8.2	46.7	53.3	0.54

### TRα and TRβ Regulate Distinct hADSC Gene Sets

To understand gene expression changes associated with TR KD-dependent changes in cell appearance, we performed microarray analysis two days after TR siRNA treatment of hADSC, before prominent morphological changes fully emerge (see Fig 4). 

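ETV5, which encodes an ETS-family transcription factor and was the target of the comparison siRNA, fell in siETV5 hADSC from a normalized log2 signal of 12.52 ± 0.05 (SD, n = 3 arrays) in siCtrl hADSC to 11.14 ± 0.10 (SD, n = 3). This was a log2 fold change of -1.38 (standard error 0.09, adjusted p = 5.03e-06 from limma). THRA, which encodes TRα, stood at 11.49 ± 0.60 (SD, n = 3) in siCtrl hADSC, and its log2 fold change of -0.76 in siTRα hADSC did not pass the test (standard error 0.34, adjusted p = 0.124). The same probe gave -0.84 in siTRβ hADSC (adjusted p = 0.115) and -1.05 in siETV5 hADSC (adjusted p = 0.0425), and the log2 signals of THRA on the siCtrl arrays were 12.19, 11.12 and 11.16. The call for THRA in siETV5 hADSC was lost without siCtrl replicate 1 (log2 fold change -0.70, adjusted p = 0.145), without siETV5 replicate 1 (0.0718), 2 (0.128) or 3 (0.0833), with no detection filter (0.0638) and with a trended and robust variance (0.0504), and over all alternatives its adjusted p ranged from 0.0156 to 0.145. For siTRα hADSC the adjusted p of THRA ranged from 0.0511 to 0.38, and for siTRβ hADSC from 0.0397, without siTRβ replicate 1, to 0.344. Another THRA probe was above background on 3 of 3 siCtrl, 1 of 3 siTRα, 3 of 3 siTRβ and 1 of 3 siETV5 arrays, with log2 fold changes of -0.99, -0.26 and -0.61 in siTRα, siTRβ and siETV5 hADSC, and the third probe gave -0.11, 0.39 and 0.28. THRB, which encodes TRβ, was above background on 1 of 12 arrays and was not tested, so the arrays gave no test of the loss of TRβ transcript. The paper reports reduced TR transcripts and TRα protein after KD from RT-qPCR and Western blots (S5 Fig). By immunofluorescence it also reports loss of the TRα1 and TRβ signals and a weaker TRα2 signal (S6 Fig). The hADSC are multipotent stromal cells from human fat, and they were transfected with siRNA, for the TRs as pools at 50 nM, for 2 days. RNA from 12 samples (siCtrl, siTRα, siTRβ and siETV5, 3 arrays each) was hybridized to Illumina HT-12 v4 bead arrays, which carry 47226 probes. The authors exported bead intensities with GenomeStudio, subtracted background, quantile-normalized with lumi and tested with limma. Here the unprocessed intensities were corrected for background with limma's normexp model, quantile-normalized and put on the log2 scale. Probes above background on at least 3 arrays were kept, with 1 probe per gene, which left 12289 genes, and every contrast was fitted with limma over all 12 arrays. Between 18675 and 21012 probes were above background per array. The paper's text does not say whether the 3 arrays of a group are separate cultures, so the p-values measure only the spread between these samples, which may be technical.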

We detected large numbers of TR regulated genes (Fig 6A). TRα KD resulted in ≥2-fold expression change of 598 genes, with 345 upregulated (58%) and 253 downregulated (42%). 

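IGF2BP3, which encodes an RNA-binding protein of fetal tissue and growing cells, rose in siTRα hADSC to a normalized log2 signal of 11.16 ± 0.17 (SD, n = 3) from 7.27 ± 0.33 (SD, n = 3) in siCtrl hADSC, where 1 of 3 arrays detected it. The log2 fold change was 3.89 (standard error 0.15, adjusted p = 9.5e-08). CCL7, a chemokine that draws monocytes, rose by 3.31 on the log2 scale (standard error 0.12, adjusted p = 9.5e-08). F13A1, the catalytic subunit of a clotting transglutaminase, was at least 5.97-fold higher (adjusted p = 3.72e-08), since none of its siCtrl arrays was above background. Such a bound compares the mean log2 signal of the bright group with the dim group's mean of, on each array, the higher of the lowest signal among detected probes and the probe's own signal. The largest falls were those of HAPLN1, which links hyaluronan to proteoglycans in matrix, at 8.05 ± 0.40 against 10.63 ± 0.17 (SD, n = 3 each; log2 fold change -2.58, standard error 0.23, adjusted p = 1.83e-05), and SYBU, which tethers cargo to kinesin, at -2.49 (standard error 0.19, adjusted p = 6.92e-06). At a fold change of at least 2 and an adjusted p of at most 0.05, siTRα changed 529 of 12289 genes. Of these, 330 (62.4%) were raised and 199 (37.6%) were lowered, and 48 changed at least 4-fold. With median scaling of the arrays 439 (75.2%) were raised and 145 lowered, and with no background correction 213 were raised. In all 529, the 3 siTRα arrays lay on one side of the 3 siCtrl arrays, as they did in 40.3% of all genes, where 10% would by chance. In 77 of the 529 genes one of the groups was below background on every array.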

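NPTX1, which encodes a secreted pentraxin of synapses, had the largest rise in siTRβ hADSC, to 11.18 ± 0.41 (SD, n = 3) from 7.25 ± 0.44 (SD, n = 3) on the log2 scale in siCtrl hADSC, where 2 of 3 arrays detected it (log2 fold change 3.93, standard error 0.26, adjusted p = 4.29e-06). LCE2A, a protein of the cornified envelope, rose by 3.31 (standard error 0.15, adjusted p = 8.2e-07). OAS2, an interferon-induced sensor of double-stranded RNA, rose by 3.12 (standard error 0.27, adjusted p = 3.83e-05), and CXCL10, an interferon-induced chemokine, by 3.04 (standard error 0.18, adjusted p = 2.92e-06). OMD, a keratan sulfate proteoglycan of bone, had a log2 fold change of -1.98 (standard error 0.27, adjusted p = 0.000687) and was above background on 1 of 3 siTRβ arrays. H19, an imprinted noncoding RNA, had -1.72 (standard error 0.28, adjusted p = 0.00195). At the same thresholds 296 genes passed, of which 213 (72.0%) were higher than in siCtrl hADSC and 83 (28.0%) lower. With no background correction 139 were raised and 32 lowered, and the lowered genes numbered 53 with an offset of 50, 45 with the authors' processed values and 126 with every probe tested. Of the 296, 44 moved at least 4-fold, 40 of them upward. The siTRβ and siCtrl arrays did not overlap in 292 of the 296 genes and in 32.5% of all genes (10% by chance), and one group was below background in 48.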

TRβ KD resulted in 295 changes, with >70% of genes upregulated. Remarkably, only 133 genes were commonly regulated; a level of overlap that is similar to TRs and completely unrelated TFs, such as ETV5 (S9 Fig).

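TAGLN3, a calponin-like protein of neurons, was below background in siCtrl hADSC and was raised by every KD, by at least 4.93-fold in siTRα, 5.84-fold in siTRβ and 6.57-fold in siETV5 hADSC (adjusted p = 1.02e-06, 8.2e-07 and 5.9e-07, limma). SBSN, a secreted epidermal protein, was the 1 gene that passed both thresholds in opposite directions under the TR KDs, and it was named after its values were seen. It rose by 1.32 in siTRβ hADSC (standard error 0.13, adjusted p = 7.8e-05) and was at least 1.50-fold lower in siTRα hADSC, where no array detected it (adjusted p = 1e-04). In all, 135 genes were changed by both siTRα and siTRβ, 101 of them raised by both and 33 lowered by both, which is 25.5% of the siTRα genes and 45.6% of the siTRβ genes. Independent lists of these sizes would share 12.7 genes (5.72 raised and 1.34 lowered; Fisher's exact test, two-sided p = 5.33e-108). ETV5 KD shared 170 genes with TRα KD (123 raised, 47 lowered; 18.0 for independent lists, of which 6.34 raised and 2.96 lowered; Fisher's exact test, p = 1.53e-127). With TRβ KD it shared 154 (113 raised, 40 lowered; 10.1 for independent lists, of which 4.09 raised and 1.24 lowered; Fisher's exact test, p = 5.05e-154). The remaining 1 of the 154, FLRT3, a guidance and adhesion protein named after its values were seen, rose by 1.02 in siTRβ hADSC (standard error 0.18, adjusted p = 0.00288) and fell by 1.08 in siETV5 hADSC (standard error 0.18, adjusted p = 0.00147), where 2 of 3 arrays detected it. All contrasts used the same siCtrl arrays, and these cannot be split into separate controls of at least 2 arrays. In 100 simulated pairs of unchanged groups against shared controls, lists at these thresholds were nearly empty (0.79 genes on average for siTRα and 0.5 for siTRβ) and shared 0, 0 and 0.03 genes on average, at most 0, 0 and 3. With simulated lists of the real sizes, made of the genes of smallest p in a test chosen after the data were seen, the overlaps were 79.5, 98.9 and 66.7 on average (at most 212, 259 and 220). Of the 100 pairs, 15, 15 and 7 reached the observed overlaps, but such lists take no account of the size of a change, so part of the excess may come from the shared controls and the overlaps alone do not tell how much. With no background correction the overlaps of siTRβ were 81 genes with siTRα and 99 with siETV5.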

**Fig 6:**
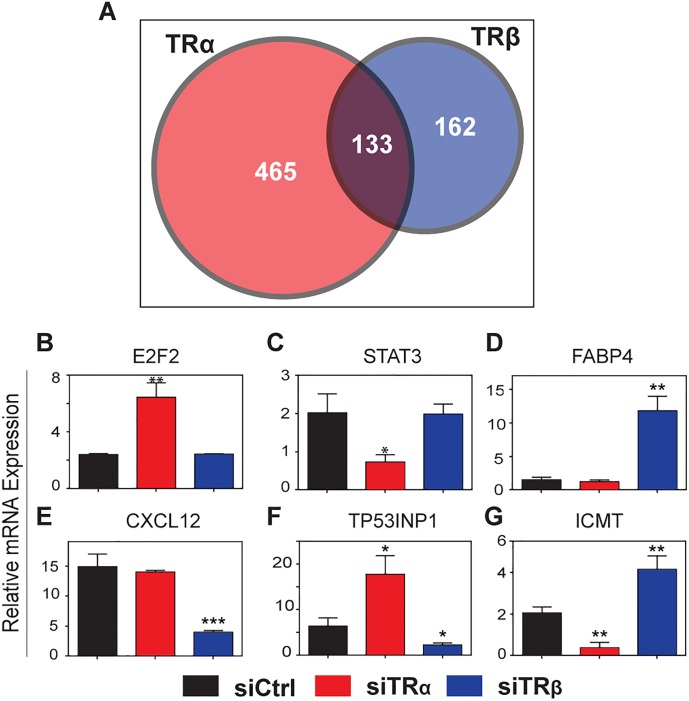
Unliganded TRα and TRβ regulate distinct genes in hADSC. (A) Differential gene regulation in hADSC cells after TRα and TRβ KD. (B-G) Effects of TRα and TRβ KD at representative target genes. All data are represented as mean ± SD. ***, *p* < 0.001; **, *p* < 0.01; *, *p* < 0.05.

Some putative hADSC TR target genes respond similarly to TRs in other cell lines. For example, unliganded TRα also suppressed JARID2 and E2F2 expression and both TRs suppressed FOSL1 expression in HepG2 [18,20,56]. 

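JARID2, which encodes a subunit that recruits Polycomb repressive complex, rose in siTRα hADSC to a normalized log2 signal of 12.87 ± 0.17 (SD, n = 3) from 11.52 ± 0.10 (SD, n = 3) in siCtrl hADSC. Its log2 fold change was 1.35 (standard error 0.10, adjusted p = 6.92e-06, limma), and in siTRβ hADSC it was 0.02 (adjusted p = 0.899). E2F2, a transcription factor that drives genes of DNA synthesis, rose to 9.63 ± 0.11 (SD, n = 3) from 7.81 ± 0.27 (SD, n = 3), a log2 fold change of 1.82 (standard error 0.13, adjusted p = 5.81e-06). In siTRβ hADSC E2F2 had a log2 fold change of 0.35 that did not pass the test (adjusted p = 0.0927). Without siCtrl replicate 1 that value did pass (adjusted p = 0.0113), and over all alternatives the adjusted p ranged from 0.0113 to 0.396. FOSL1, an AP-1 subunit induced by growth signals, rose by 0.77 in siTRα hADSC (standard error 0.11, adjusted p = 0.000533) and by 1.26 in siTRβ hADSC (adjusted p = 4.42e-05), so the first lay under the 2-fold threshold. The rise of FOSL1 was smaller after TRα KD by 0.49 (adjusted p = 0.00983 for the direct comparison), a difference that median scaling of the arrays did not keep (adjusted p = 0.17; range over the alternatives 0.00475 to 0.17). E2F2, JARID2 and FOSL1 also rose in siETV5 hADSC, by 0.95, 0.61 and 0.65 (adjusted p = 0.000546, 0.0015 and 0.00215).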

Despite the inability of these genes to respond to T3 in hADSC, they were T3-inducible in HepG2 and another cell line, C17.2 cerebellum cells [18–20]. Additional documented TR and T3 target genes that responded to TR KD in hADSC included ANGPTL4, SLC16A6, ITGA2, CITED4, BATF3, FNDC5 [18,62].

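ANGPTL4, a secreted inhibitor of lipoprotein lipase, rose in siTRα hADSC to a normalized log2 signal of 12.27 ± 0.04 from 9.01 ± 0.14 in siCtrl hADSC (SD, n = 3 each; limma standard error 0.14, adjusted p = 1.71e-07) and to 11.82 ± 0.28 (SD, n = 3) in siTRβ hADSC (adjusted p = 8.2e-07). ITGA2, the collagen-binding integrin subunit α2, rose by 2.28 in siTRα hADSC (standard error 0.15, adjusted p = 3.03e-06) and by 1.77 in siTRβ hADSC (adjusted p = 2.62e-05). CITED4, a coactivator that binds CBP and p300, rose by 1.56 after TRα KD (standard error 0.31, adjusted p = 0.00321) and by 1.04 after TRβ KD (adjusted p = 0.0399). FNDC5, the precursor of irisin, decreased by 1.36 after TRα KD (standard error 0.15, adjusted p = 9.01e-05) and by 1.10 after TRβ KD (adjusted p = 0.000747). CITED4 was above background on 1 of 3 siCtrl arrays. Its call in siTRβ hADSC was lost without siCtrl replicate 2 or 3 and without siTRβ replicate 1 or 3, at adjusted p from 0.0972 to 0.14, and also with no detection filter (0.0606) and with a fit of the 2 groups compared (0.0899), and over all alternatives it ranged from 0.00744 to 0.14. The other probes of ANGPTL4 had log2 fold changes of 0.32 and 0.25 in siTRα hADSC. In siETV5 hADSC ANGPTL4, ITGA2, CITED4 and FNDC5 moved the same way as in the TR KDs. Their log2 fold changes there were 1.21, 1.15, 2.01 and -0.96. BATF3, a transcription factor of dendritic cells, was above background on 2 of 12 arrays and was not tested, and no probe was named for SLC16A6, a monocarboxylate transporter.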

We confirmed specificity of response to TR KD by qRT-PCR (Fig 6, S10 Fig). 

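H2BC5, the replication-dependent histone gene also named HIST1H2BD, rose by 1.39 on the log2 scale in siTRα hADSC (n = 3 arrays per group, standard error 0.09, adjusted p = 4.05e-06, limma) and by 0.64 in siTRβ hADSC (adjusted p = 0.00109). The rise after TRα KD was larger by 0.76 (adjusted p = 0.000288 for siTRα minus siTRβ). H2BC11 rose by 2.16 (standard error 0.22, adjusted p = 3.86e-05), with 1 of 3 siCtrl arrays above background, and H2AC11 by 1.32 (standard error 0.12, adjusted p = 2.25e-05), and both encode core histones that package new DNA. H2BC8, below background in siCtrl hADSC, was at least 1.35-fold higher (adjusted p = 5.13e-05). Of 27 measured replication-dependent histone genes, 18 were raised and 2 lowered by siTRα over all genes tested (19 and 2 adjusted over the list alone). The lowered genes, named after their values were seen, were H2AC25 (-0.56, adjusted p = 0.0163) and H2BC18 (-0.59, adjusted p = 0.0379). The list's median log2 fold change was 0.72, or 0.59 with 4 genes that were below background in one group at their bound, and it moved up against the other genes (camera, preset correlation 0.01, adjusted p = 1.86e-07; adjusted p = 0.0642 with an estimated correlation). In siTRβ hADSC 6 histone genes were raised and 0 lowered over all genes tested (7 and 0 adjusted over the list alone; camera adjusted p = 0.0288; adjusted p = 0.358 with an estimated correlation), and the call was lost with no detection filter (0.0969) or the stricter detection filter (0.0726) and without siCtrl replicate 1 (0.0705) or siTRβ replicate 3 (0.0962). For JARID2 and E2F2 the difference between the TR KDs was 1.32 (standard error 0.10, adjusted p = 1.19e-05) and 1.47 (standard error 0.13, adjusted p = 3.26e-05). CCNE2 was above background on 0 of 12 arrays, so it was not tested.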

Genes that were selectively de-repressed by TRα KD included TFs involved in cell cycle regulation such as E2F2 and the aforementioned JARID2, cyclin E2 (CCNE2), which plays a role in G1/S transition and HIST1H2BD and other histones (Fig 6B, S10A–S10D Fig). Genes repressed by TRα KD (Fig 6C, S10E–S10G Fig) included the TF STAT3, the erk kinase MAPK3 and myosin light chain kinase MYLK. 

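MYLK, the kinase that phosphorylates the myosin light chain, fell in siTRα hADSC to a normalized log2 signal of 9.43 ± 0.10 (SD, n = 3) from 11.20 ± 0.16 (SD, n = 3) in siCtrl hADSC. The log2 fold change of MYLK was -1.77 (standard error 0.12, adjusted p = 3.59e-06 from limma). STAT3, a transcription factor activated by cytokines, decreased by 0.88 on the log2 scale (standard error 0.09, adjusted p = 3.93e-05), and its other probes gave -1.05 and -0.53. MAPK3, the kinase ERK1, decreased by 0.88 (standard error 0.10, adjusted p = 7.45e-05), and its other probe gave -1.10. On the probe with the brightest signal, STAT3 and MAPK3 thus passed the adjusted p but lay under the 2-fold threshold. In siTRβ hADSC the values were -0.10 for STAT3 (adjusted p = 0.505), 0.08 for MAPK3 (adjusted p = 0.642) and 0.28 for MYLK (adjusted p = 0.131), none of which passed. The direct comparison of siTRα with siTRβ gave -0.78 for STAT3 (adjusted p = 0.000149), -0.96 for MAPK3 (adjusted p = 6.82e-05) and -2.05 for MYLK (adjusted p = 2.24e-06).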

TRβ KD (Fig 6D and 6E; S10H–S10J Fig) also led to specific induction of multiple genes, including lipid storage genes (FABP4, CIDEA and SOAT2) and osteopontin (SPP1), and repression of the chemotactic factor CXCL12 (Fig 6E). 

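FABP4, the fatty acid carrier of fat cells, rose by 1.42 on the log2 scale in siTRβ hADSC (n = 3 arrays per group, standard error 0.18, adjusted p = 0.000419, limma), with 2 of 3 siCtrl arrays above background. In siTRα hADSC FABP4 had a log2 fold change of 0.40 that did not pass (adjusted p = 0.128), though it did without siCtrl replicate 2 (adjusted p = 0.0282; range over the alternatives 0.0282 to 0.392). CIDEA, a protein of lipid droplets, was at least 1.70-fold higher in siTRβ hADSC (adjusted p = 0.00021) and below background in siCtrl and siTRα hADSC. SPP1, which encodes osteopontin, rose by 1.42 after TRβ KD (standard error 0.18, adjusted p = 0.000391) and by 0.56 after TRα KD (adjusted p = 0.038), a call lost in 7 of 17 alternatives, among them without siCtrl replicate 1 (0.111), 2 (0.056) or 3 (0.0764) and without siTRα replicate 1 (0.0558) or 3 (0.133; range over the alternatives 0.0227 to 0.133). CXCL12, a chemokine that holds stem cells in their niche, fell to 11.60 ± 0.24 (SD, n = 3) from 12.57 ± 0.13 (SD, n = 3), a log2 fold change of -0.97 (standard error 0.13, adjusted p = 0.000721), and its other probes gave -1.58 and -1.54. SOAT2, which esterifies cholesterol, had a log2 fold change of 0.51 in siTRβ hADSC that did not pass (standard error 0.28, adjusted p = 0.244; range over the alternatives 0.161 to 0.482). Between siTRα and siTRβ hADSC, FABP4 differed by -1.02 (adjusted p = 0.00228), SPP1 by -0.86 (adjusted p = 0.00552) and CXCL12 by 1.13 (adjusted p = 0.000213), and FABP4 and SPP1 also rose in siETV5 hADSC, by 1.15 and 1.44. Of 24 measured genes of adipocyte lipid storage, 5 were raised by siTRβ, namely CIDEA, FABP4, MGLL, FABP5 and PPARG, and CFD alone was lowered (the same numbers adjusted over the list alone), and the call for MGLL was lost without siCtrl replicate 1 (0.0528) and without siTRβ replicate 2 (0.0541). The list did not pass as a whole (camera adjusted p = 0.14; fry, which asks only whether the genes of a list move one way, gave 0.000881). Of 13 measured osteoblast genes, BMP2, SPP1 and ALPL were raised and OMD and RUNX2 lowered, both over all genes tested and adjusted over the list alone, and the list did not pass (camera adjusted p = 0.79). The call for ALPL was lost with median scaling (0.0762). FABP5, PPARG and RUNX2 were named after their values were seen.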

Some genes that were commonly regulated by TRα and TRβ KD displayed similar responses to TRs (GLI1, S10K Fig), but many were oppositely regulated, including antiproliferative and proapoptotic p53 inducible protein TP53INP1, isoprenylcysteine carboxyl methyltransferase (ICMT) and matrix metallopeptidase 9 (MMP9) (Fig 6F and 6G; S10L Fig). Thus, TRα and TRβ regulate distinct gene sets in the absence of hormone in this cell background.

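TP53INP1, a p53-induced protein that promotes cell death and autophagy, rose in siTRα hADSC to a normalized log2 signal of 13.50 ± 0.04 (SD, n = 3) from 11.93 ± 0.19 (SD, n = 3) in siCtrl hADSC. This was a log2 fold change of 1.56 (standard error 0.11, adjusted p = 5.81e-06 from limma), while TRβ KD gave -0.64 (adjusted p = 0.00304). The siTRβ call was lost with median scaling of the arrays (adjusted p = 0.0529; range over the alternatives 0.000176 to 0.0529). MMP9, a secreted gelatinase, rose to 13.06 ± 0.08 (SD, n = 3) from 10.23 ± 0.16 (SD, n = 3) after TRα KD, a log2 fold change of 2.83 (standard error 0.12, adjusted p = 1.71e-07). After TRβ KD MMP9 had -0.34, which did not pass (adjusted p = 0.0757), though it did with a trended and robust variance (adjusted p = 0.0469) and without siTRβ replicate 1 (adjusted p = 0.0228; range over the alternatives 0.0228 to 0.39). In siETV5 hADSC MMP9 rose by 0.90 (limma adjusted p = 0.000413). ICMT, which methylates prenylated proteins, had -1.17 after TRα KD (standard error 0.13, adjusted p = 7.82e-05) and 0.28 after TRβ KD, which did not pass (adjusted p = 0.171; range over the alternatives 0.0885 to 0.431). GLI1, the transcription factor of Hedgehog signaling, had -1.46 after TRα KD (adjusted p = 0.00123) and -1.22 after TRβ KD (standard error 0.25, adjusted p = 0.00629), with 1 of 3 siTRα and 2 of 3 siTRβ arrays above background, and was at least 1.99-fold lower after ETV5 KD (adjusted p = 0.00475). The direct comparison of siTRα with siTRβ gave 2.21 for TP53INP1 (adjusted p = 1.29e-06), 3.17 for MMP9 (adjusted p = 1.48e-07) and -1.45 for ICMT (adjusted p = 3.2e-05). Of 1157 genes past the adjusted p in both TR contrasts whatever their fold change, 1064 moved the same way and 93 (8.04%) in opposite directions. Simulated unchanged groups with lists of these sizes and shared controls, a test chosen after the data were seen, gave 7.59% opposite on average. Single simulated pairs gave up to 90.0%, and 67 of 100 gave at most the observed share. This tally alone thus does not separate a common response from the shared siCtrl arrays.

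**Figure D1:**
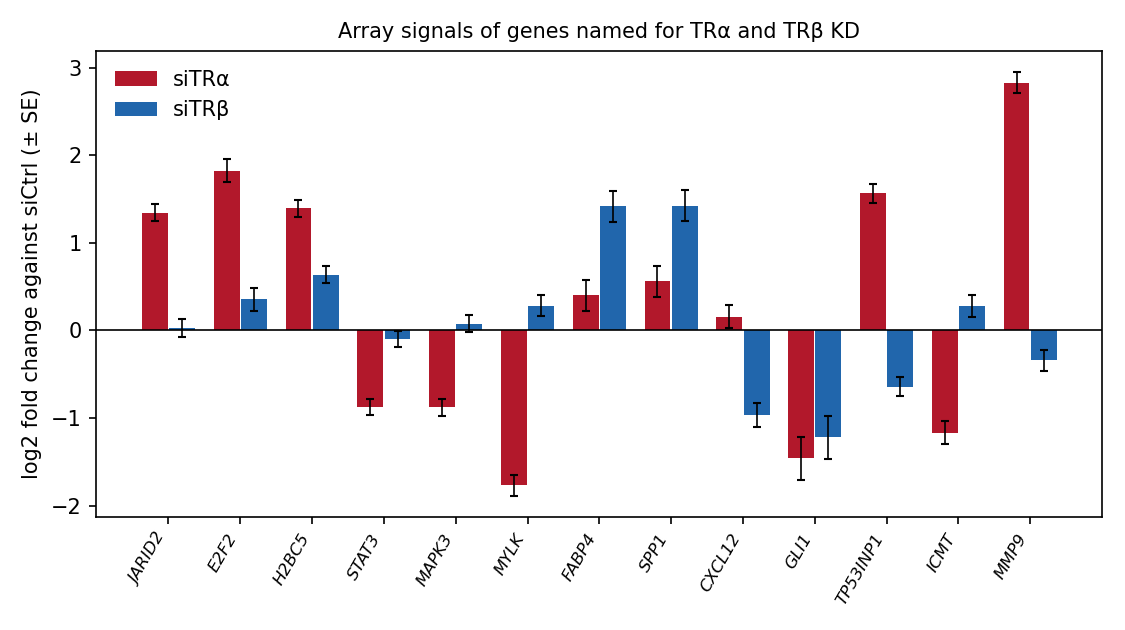
Log2 fold change of 13 genes against siCtrl in siTRα (red) and siTRβ (blue) hADSC, with bars for the limma estimate and whiskers for its standard error (n = 3 arrays per group). MMP9 stands at 2.83 in siTRα and -0.34 in siTRβ hADSC, and GLI1 lies below 0 in both.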

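DCP2, which removes the cap of messenger RNA, was raised by TRα KD by 1.29 on the log2 scale (n = 3 arrays per group, limma adjusted p = 5.81e-06), and it was higher after TRα than after TRβ KD by 1.63 (adjusted p = 2.24e-06). JUP, which encodes the junction protein plakoglobin, was at least 3.02-fold higher in siTRα hADSC than in siCtrl hADSC (adjusted p = 1.71e-07) and at least 2.96-fold higher than in siTRβ hADSC (adjusted p = 1.91e-06), and its probe was below background in siCtrl, siTRβ and siETV5 hADSC. Of the other JUP probes, 1 was below background on all arrays (0.53) and 1 was above it on 1 of 3 siCtrl arrays alone (-0.23), and neither was tested. Over all genes, siTRα and siTRβ hADSC differed in 336 genes at a fold change of at least 2 and an adjusted p of at most 0.05, with 151 higher in siTRα hADSC and 185 lower, while median scaling of the arrays gave 215 higher and 136 lower, and no background correction 196 genes in all. This comparison used no siCtrl array. Among the 394 genes that TRα KD changed and TRβ KD did not, 142 differed between the KDs at both thresholds and 316 at the adjusted p alone. Among the 161 genes that TRβ KD changed and TRα KD did not, 59 differed at both thresholds and 103 at the adjusted p alone. Of the genes changed by both, 13 differed at both thresholds. For the rest of the 394 and 161 genes, passing in 1 KD and not in the other did not show a difference between the KDs. From the genes that TRα and TRβ KD changed selectively, in common and in opposite directions, the paper concludes that the receptors act on distinct gene sets without hormone in hADSC.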

We verified that some observed TRα siRNA pool-specific effects on gene expression were consequences of TR KD. We obtained three individual siRNA from the TRα-specific smartpool and determined that each one reduced TRα transcript levels. Examination of effects of these siRNA on selected TRα specific genes confirmed similar effects in all three cases at the NEK2 and ICMT genes and in two of three cases with a strong trend towards significance in the other case at the TP53INP1 and STAT3 genes (S11 Fig). Thus, it is unlikely that these TRα-dependent effects are related to off-target interactions of siRNA.

### TRα Regulates hADSC Cell Cycle

Investigation of TR-regulated gene function revealed that TRs influence distinct hADSC processes and pathways. GeneCodis analysis revealed that both TRs were involved in cell-cell signaling, signal transduction and other processes (Table 2, S7 Table) but mostly regulate different genes within these categories (S7 Table). 

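BMP2, a growth factor of bone formation, is in the paper's cell-cell signaling lists for both receptors, and it rose by 2.86 in siTRα hADSC (n = 3 arrays per group, standard error 0.17, adjusted p = 2.15e-06, limma) and by 2.02 in siTRβ hADSC (adjusted p = 3.24e-05). ISG15, an interferon-induced ubiquitin-like protein in the same lists, rose by 1.16 after TRα KD (standard error 0.14, adjusted p = 0.000149) and by 2.07 after TRβ KD (adjusted p = 5.55e-06). The rise of ISG15 was larger after TRβ KD (siTRα minus siTRβ -0.91, adjusted p = 0.00108) and that of BMP2 after TRα KD (0.84, adjusted p = 0.00553). The paper's TRα lists name 177 genes, of which 162 were measured and 136 were changed by siTRα, 90 of them raised and 46 lowered. TRβ KD changed 45 of the 162 as well, and 108 of the 162 differed between the KDs at the adjusted p. The TRβ lists name 71 genes, of which 63 were measured and 50 were changed by siTRβ, 41 of them raised and 9 lowered. TRα KD changed 32 of those 63, and 30 differed between the KDs. The cell-cell signaling lists of 21 and 12 genes share 10, and the signal transduction lists of 43 and 22 genes share 12. The study drew these lists from the same arrays, so the counts are not independent evidence of direction. The databases behind the enrichment test were not available, so the test was not repeated.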

TRα also influences mitosis, cell division, chromosome segregation and other cell cycle associated processes (Table 2, highlighted). 

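CDC25A, the phosphatase that frees cyclin-dependent kinases for entry into S phase, rose in siTRα hADSC by 1.79 on the log2 scale (n = 3 arrays per group, standard error 0.15, adjusted p = 1.55e-05, limma). AURKB, the kinase that corrects the attachment of chromosomes to the spindle, rose by 1.24 (standard error 0.10, adjusted p = 8.13e-06), and KIF14, a kinesin of cytokinesis, by 1.04 (standard error 0.08, adjusted p = 8.13e-06). SGO1, which protects the cohesion of centromeres, rose by 0.80 (standard error 0.08, adjusted p = 3.43e-05). Of 77 measured genes of G2/M and mitosis, 67 were raised and 0 lowered over all genes tested (72 and 0 adjusted over the list alone), with a median log2 fold change of 0.79. The list moved up against the other genes (camera adjusted p = 3.39e-27; adjusted p = 0.0266 with an estimated correlation). Of 63 measured genes of G1/S and DNA synthesis, 53 were raised and 0 lowered over all genes tested (56 and 0 adjusted over the list alone), with a median of 0.79, or 0.75 with genes below background in one group at their bound (camera adjusted p = 1.11e-23; 0.00972 with an estimated correlation). Of 40 measured kinetochore genes, 30 were raised and 0 lowered over all genes tested (33 and 0 adjusted over the list alone), with a median of 0.75 (camera adjusted p = 2.12e-14; 0.0266 with an estimated correlation). In the paper's own lists, siTRα raised 11 of 12 measured genes of mitosis, 14 of 14 of cell division and 6 of 6 of chromosome segregation at the adjusted p, and 9, 10 and 5 of them passed both thresholds. TRβ KD changed 1, 2 and 0 of these genes at both thresholds, a count that leaves out rises under 2-fold. Of the chromosome segregation genes, SGO1, HJURP, SPC25 and INCENP rose in siTRβ hADSC at the adjusted p, by 0.37, 0.65, 0.95 and 0.97. NEK2 and NUF2 did not pass there. Between the TR KDs, 8 of 12, 9 of 14 and 3 of 6 genes differed at the adjusted p. These lists, drawn from the same arrays, are not independent evidence of direction.

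**Figure D2:**
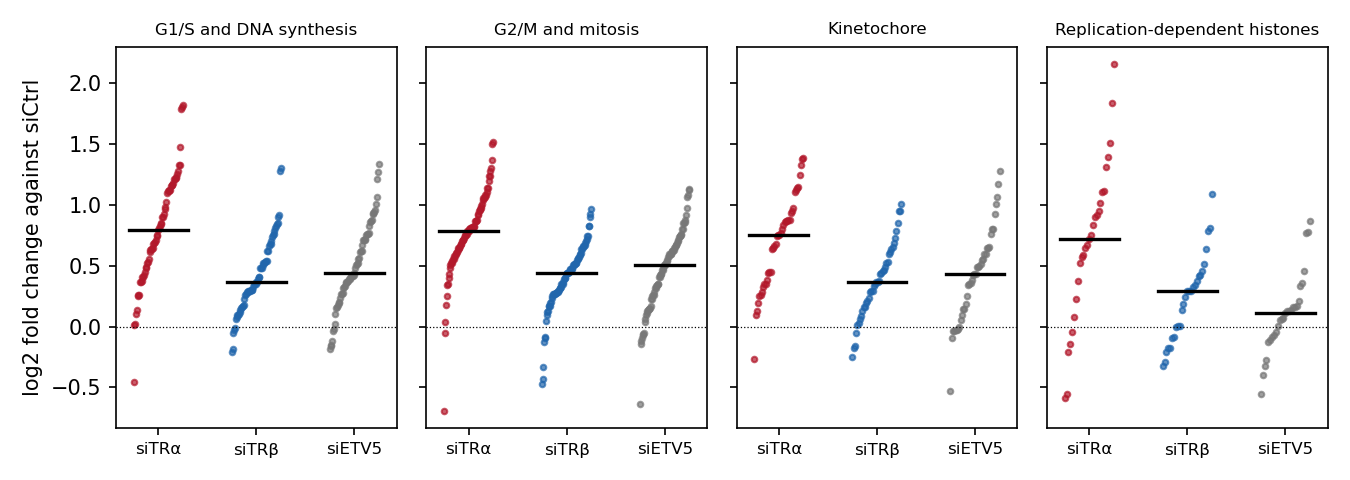
Log2 fold change against siCtrl of each measured gene of the G1/S, G2/M, kinetochore and replication-dependent histone lists in siTRα (red), siTRβ (blue) and siETV5 (gray) hADSC, with each gene a point, sorted by value, and a black line at the median. The medians of the G2/M list are 0.79, 0.44 and 0.51.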

TRβ KD did not affect specific TRα-independent processes.

**Table 2:** TR mediated processes. Canonical processes obtained from GeneCodis using SlimProcess database. Gene co-occurence annotation found by Genecodis for the genes differentially expressed (FC > 2, *P* < 0.05 corrected for multiple testing) between siCtrl versus siTR hADSC samples. *P*-values have been obtained through hypergeometric analysis (Hyp) corrected by FDR method (Hyp*). Microarray data have been deposited in NCBI’s Gene Expression Omnibus; accession number GSE75692.

NGR	NG	Hyp	Hyp*	Annotations	
**TRα mediated processes**					
242	21	1.33E-10	4.92E-09	GO:0007267	cell-cell signaling (BP)
1176	43	8.31E-08	1.54E-06	GO:0007165	signal transduction (BP)
187	13	5.37E-06	6.62E-05	GO:0007067	mitosis (BP)
286	16	7.59E-06	7.02E-05	GO:0051301	cell division (BP)
312	16	2.22E-05	0.000164529	GO:0008283	cell proliferation (BP)
59	7	2.78E-05	0.000171288	GO:0007059	chromosome segregation (BP)
630	23	9.16E-05	0.000483971	GO:0055085	transmembrane transport (BP)
155	10	0.000120636	0.000495946	GO:0006950	response to stress (BP)
34	5	0.000141915	0.000525084	GO:0040007	growth (BP)
556	21	0.000114994	0.000531848	GO:0007155	cell adhesion (BP)
200	11	0.000229267	0.000771169	GO:0034641	cell nitrogen compound metabolic process (BP)
435	17	0.000341011	0.00105145	GO:0007049	cell cycle (BP)
73	6	0.000788391	0.00224388	GO:0030198	extracellular matrix organization (BP)
519	17	0.00232029	0.0061322	GO:0030154	cell differentiation (BP)
150	7	0.00753011	0.0185743	GO:0006464	protein modification process (BP)
128	6	0.0126971	0.029362	GO:0009790	embryo development (BP)
**TRβ mediated processes**					
242	12	4.09E-05	1.19E-05	GO:0007267	cell-cell signaling (BP)
556	16	6.87E-06	9.96E-05	GO:0007155	cell adhesion (BP)
1176	22	0.000112179	0.00108439	GO:0007165	signal transduction (BP)
312	10	0.000156698	0.00113606	GO:0008283	cell proliferation (BP)
519	13	0.000199073	0.00115462	GO:0030154	cell differentiation (BP)
128	6	0.000464644	0.00224578	GO:0009790	embryo development (BP)
630	11	0.00953599	0.0307271	GO:0055085	transmembrane transport (BP)

NGR = Number of annotated genes in the reference list; NG = Number of annotated genes in the input list; Hyp = Hypergeometric pValue; Hyp* = Corrected hypergeometric pValue

Ingenuity Pathway Analysis (IPA) confirmed that TRα target genes associate with cell cycle-related functional themes and also revealed involvement in all phases and phase checkpoints (Table 3). By contrast, TRβ was only involved in cell cycle progression, S phase and entry into S-phase. 

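CDC25A and AURKB also rose in siTRβ hADSC, by 1.31 (n = 3 arrays per group, standard error 0.15, adjusted p = 0.000274, limma) and 0.82 (standard error 0.10, adjusted p = 0.000247). CDCA5, which holds sister chromatids together, rose by 0.92 (standard error 0.08, adjusted p = 4.44e-05), and MCM4, a subunit of the replicative helicase, by 0.66 (standard error 0.09, adjusted p = 0.000755). Of 63 measured genes of G1/S and DNA synthesis, siTRβ raised 31 and lowered 0 over all genes tested (36 and 0 adjusted over the list alone), with a median log2 fold change of 0.36 (camera adjusted p = 4.82e-13; adjusted p = 0.0266 with an estimated correlation). Of 77 measured genes of G2/M and mitosis it raised 40 and lowered 1, LBR, which was named after its value was seen (53 and 1 adjusted over the list alone; median 0.44; camera adjusted p = 9.37e-15; adjusted p = 0.0566 with an estimated correlation). Of 40 measured kinetochore genes it raised 17 and lowered 0 over all genes tested (22 and 0 adjusted over the list alone; median 0.37; camera adjusted p = 1.77e-07; adjusted p = 0.0566 with an estimated correlation). Most of these rises were small: at both thresholds siTRβ raised 2 G1/S, 0 G2/M and 1 kinetochore genes. Compared directly, 33 G2/M genes were higher in siTRα than in siTRβ hADSC and 0 were lower (camera adjusted p = 3.6e-11; adjusted p = 0.129 with an estimated correlation). Of the G1/S genes 28 were higher and 0 lower (camera adjusted p = 5.98e-10; adjusted p = 0.0641 with an estimated correlation), and of the kinetochore genes 16 were higher and 2, CENPT and MAD1L1, lower (camera adjusted p = 4.26e-06; adjusted p = 0.129 with an estimated correlation). CENPT and MAD1L1 were named after their values were seen, and the direct comparisons of lists were chosen after the data were seen.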

Even within these functional themes, TRβ regulated mostly different genes from TRα (S8 Table). 

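The paper's cell cycle lists for TRβ name 37 genes and those for TRα 91, and 18 genes are in both. Of the 33 TRβ genes that were measured, 26 were changed by siTRβ (23 raised, 3 lowered) and 14 by siTRα, and 19 differed between siTRα and siTRβ hADSC at the adjusted p (limma, n = 3 arrays per group). The printed lists for cell cycle progression hold 67 TRα and 35 TRβ genes and share 17, those for S phase 22 and 13 and share 7, and those for entry into S phase 13 and 9 and share 3. The printed lists of several themes hold fewer genes than Table 3 counts, so no test of their overlap was made.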

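STMN1, which destabilizes microtubules, is among the genes of the paper's TRα cell cycle lists and rose by 1.52 on the log2 scale in siTRα hADSC (n = 3 arrays per group, standard error 0.14, adjusted p = 2.47e-05, limma). NEK7, a kinase of the spindle poles, is in the lists as well and decreased by 1.04 (adjusted p = 0.000118). Of the 91 genes in the TRα lists, 78 were measured, and 61 of these were higher and 17 lower in siTRα than in siCtrl hADSC. At the adjusted p, 60 were raised and 16 lowered, and at both thresholds 53 were raised and 13 lowered. TRβ KD changed 16 of the 78, and 59 differed between siTRα and siTRβ hADSC at the adjusted p. The study chose the lists on these arrays, so the tally is not independent evidence of direction.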

The vast majority of these TRα responsive genes are de-repressed after KD (S8 Table red), implying that TRα plays an important role in suppressing genes involved in hADSC cell division.

**Table 3:** Functional categorization of TR target genes in hADSC. Pathway enrichment determination using Ingenuity pathway analysis identify enriched cell cycle-related functional themes. The number of genes and statistical values are shown for each TRα and TRβ knockdown in hADSC. Microarray data have been deposited in NCBI's Gene Expression Omnibus (GEO); accession number GSE75692.

		TRα		TRβ	
Function	Function annotation	NG	p-value	NG	p-value
Cell cycle progression	Cell cycle progression	68	0.0000001	35	0.000132
S phase	S phase	23	0.0000029	14	0.000045
S phase	Entry into S phase	14	0.0000388	10	0.000036
Cell cycle progression	re-entry into cell cycle progression of tumor cell lines	3	0.000318		
M phase	M phase	20	0.0000205		
M phase	arrest in M phase	8	0.0000372		
mitosis	mitosis	37	0.0000014		
mitosis	arrest in mitosis	9	0.000549		
interphase	arrest in interphase	32	0.0000017		
interphase	interphase	42	0.000017		
G1 phase	arrest in G1 phase	21	0.0000173		
G1 phase	G1 phase	26	0.000189		
cyokinesis	cytokinesis	15	0.000239		
prometaphase	arrest in prometaphase	5	0.0000266		
senescence	senescence of cells	19	0.0000511		
replication	replication of bone marrow cells	3	0.000162		
formation	formation of mitotic spindle	8	0.000342		
premature senescence	premature senescence of fibroblasts	4	0.00035		
endoreduplication	endoreduplication	4	0.000468		

We used GeneMania analysis to highlight relationships of TRα targets associated with specific functional themes defined by IPA (see Fig 7 and additional examples in S12 Fig). For example, analysis of a network generated with eight TRα regulated genes involved in mitotic spindle formation (Fig 7A, black circles) revealed additional TRα regulated genes linked to the network (dark red). 

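The paper's list for mitotic spindle formation holds HAUS8, HELLS, KIFC1, NEK2, NEK7, NUF2, PLK1 and STMN1, and all 8 were measured. In siTRα hADSC 7 of them rose and NEK7 fell at the adjusted p (limma, n = 3 arrays per group), and 7 passed the 2-fold threshold as well, the exception being HELLS, a chromatin remodeler, at 0.93 (adjusted p = 7.12e-05), whose other probe gave 1.22. Of the other probes kept by the filter, those of STMN1 gave 0.87 and -0.04, the latter above background on 1 of 3 siTRα arrays, that of NUF2 0.60, that of NEK2 1.20 and those of HAUS8 1.07, 1.29 and 1.23. KIFC1, a kinesin that focuses spindle poles, rose by 1.24 (adjusted p = 9.89e-05) and HAUS8, an augmin subunit, by 1.14 (adjusted p = 6.82e-05). PLK1, the kinase of centrosome maturation and mitotic entry, rose by 1.37 (standard error 0.35, adjusted p = 0.0134), a call lost without siTRα replicate 2 (0.0502) and with a fit of the 2 groups compared (0.0505; range over the alternatives 0.000485 to 0.0505). NEK2, a kinase that separates centrosomes, rose by 1.06 (standard error 0.24, adjusted p = 0.00817), and its difference from siTRβ hADSC of 0.71 did not pass (adjusted p = 0.0579), though it did in 7 of 17 alternatives, among them without siTRβ replicate 2 (0.0102; range 0.00383 to 0.179). On the brightest probe TRβ KD changed 0 of the 8 at both thresholds, and 4 differed between the KDs at the adjusted p. The other NEK7 probe, above background on all arrays, gave -1.45 in siTRβ and -1.81 in siTRα hADSC, and the paper lists NEK7 for TRβ as well. Of further mitotic genes, CENPU, a subunit of the inner kinetochore, rose by 1.33 (adjusted p = 0.000192) and ERCC6L, a helicase of the centromere, by 1.38 (adjusted p = 1.51e-05) in siTRα hADSC.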

Further, independent qRT-PCR analysis of network genes identified yet more TRα repressed targets not detected by the microarray (SPC24, SPC25) (Fig 7B). Both SPC proteins interact with TRα-repressed genes NUF2 and NDC80 to form the NDC80 complex, which is essential for kinetochore/microtubule attachment during cell division. Thus, TRα KD coordinately regulates multiple genes involved in mitotic spindle apparatus, including three members of a crucial kinetochore complex.

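SPC25, which anchors the NDC80 complex to the inner kinetochore, rose by 1.38 in siTRα hADSC (n = 3 arrays per group, standard error 0.16, adjusted p = 9.81e-05, limma) and by 0.95 in siTRβ hADSC (adjusted p = 0.00218). SPC24, its partner, rose by 0.97 (standard error 0.13, adjusted p = 0.000332) and 0.64 (adjusted p = 0.00803), so that in both KDs it lay under the 2-fold threshold. NUF2, which carries the microtubule-binding end of the complex with NDC80, rose by 1.15 after TRα KD (standard error 0.21, adjusted p = 0.00227) and had 0.23 after TRβ KD. NDC80 had a log2 fold change of 0.35 after TRα KD that did not pass (standard error 0.23, adjusted p = 0.308; range over the alternatives 0.102 to 0.751). The direct comparison of siTRα with siTRβ passed for NUF2 (0.92, adjusted p = 0.0105) and not for SPC24 (0.34, adjusted p = 0.0965) or SPC25 (0.44, adjusted p = 0.0704), though the last passed with a trended and robust variance (0.0491) and without siTRα replicate 1 (0.0232; range 0.0232 to 0.228).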

**Fig 7:**
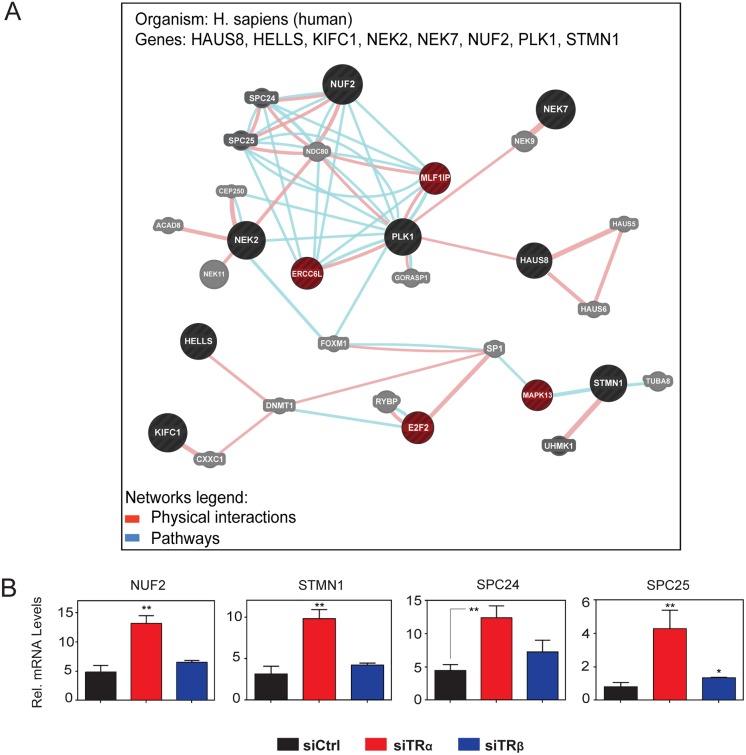
TRα involvement in regulation of formation of mitotic spindle in hADSC. A) Network of interactions among TRα targets involved in mitotic spindle formation, as retrieved by the GeneMania. Circles represent genes and connecting lines represent interactions between genes. GeneMania retrieved known and predicted interactions between these genes and added extra genes that are strongly connected to query genes. (B): qPCR verification of genes identified by GeneMania as part of TRα regulated network. All data are represented as mean ± SD. **, *p* < 0.01; *, *p* < 0.05.

Since TRα KD represses multiple genes with roles in many stages of the cell cycle (Table 3, Fig 8A, S8 Table), we assessed effects of TRα KD on cell cycle phases by using DAPI stained cells for flow cytometry based DNA content assessment (Fig 8B and 8C). While control hADSC cells display normal distributions of cells in G0/G1, S and G2/M (Fig 8B and 8C), TRα KD increased numbers of cells in G2/M and reduced numbers of cells in G0/G1 (Fig 8B and 8C). Thus, TRα KD induces G2/M cell cycle arrest, consistent with reduced MI after TRα KD (Table 1).

**Fig 8:**
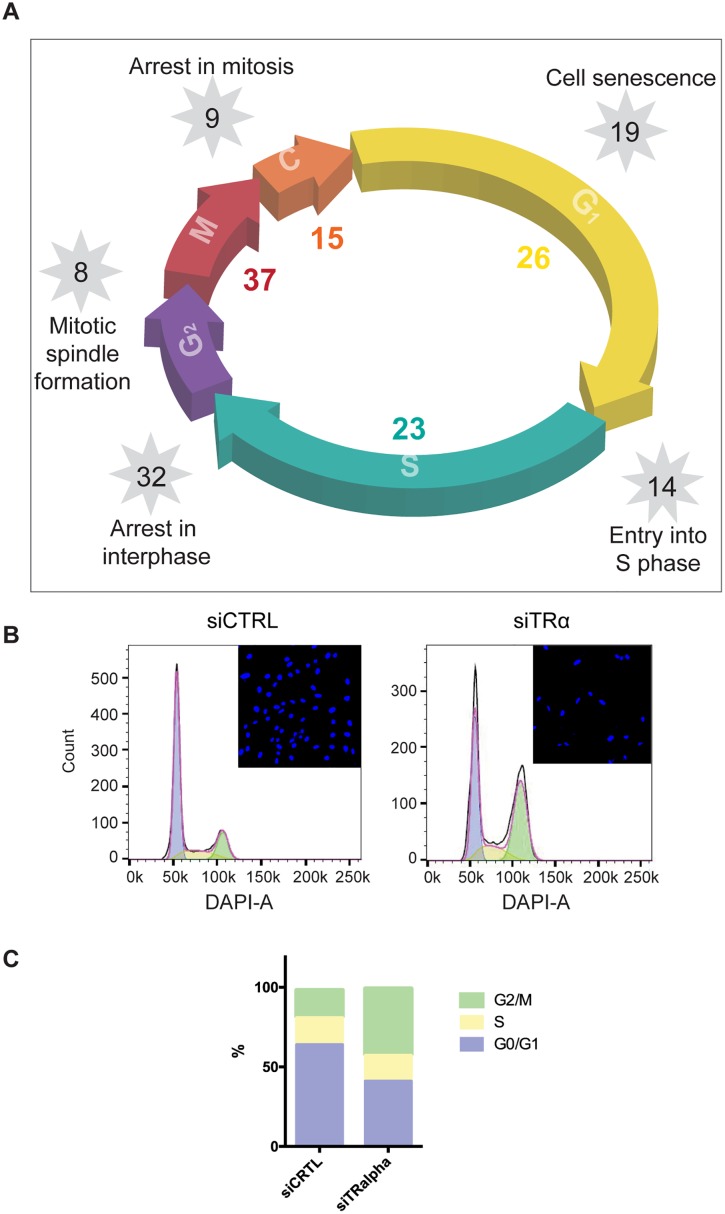
TRα regulates hADSC cell cycle. (A) Schematic of TRα involvement in regulation of cell cycle. (B) Histograms of DNA content in siCtrl and siTRα cells after 6 days siRNA treatment. Inserts: representative images of DAPI stained siCtrl and siTRα hADSC. (C) Stacked columns of cell fractions for each cell-cycle stage (G_0_/G_1_, S and G_2_/M).

### TRα1 and TRα2 Regulate Distinct hADSC Genes

We considered the possibility that TRα-dependent and ligand independent effects on gene expression were mediated by the non-hormone binding TRα2 splice variant. We devised specific siRNA for TRα1 and TRα2 (Materials and Methods) and verified that TRα1 specific siRNA reduced total TRα mRNA and also selectively reduced TRα1 without affecting TRα2 transcripts (Fig 9A). Likewise, TRα2 specific siRNA reduced total TRα levels and selectively reduced TRα2 without affecting TRα1. We detected TRα1 and TRα2-specific changes in TRα target genes after short (2 day) siRNA treatment (Fig 9B, 9C and 9D). One group of transcripts responded selectively to TRα1 KD (Fig 9B). These included CCNE2, E2F2 and NEK2 which were upregulated by total TRα and TRα1 specific KD and unaffected by TRα2 KD. Another group of genes (including EGR2 and DCP2) responded to total TRα KD and TRα2, but were unaffected by TRα1 specific KD (Fig 9C). Finally, some genes responded to total TRα KD, displayed no response to TRα1 KD and were only weakly affected by TRα2 KD, including MMP9 and JUP (Fig 9D). Thus, KD of TRα1 and TRα2 leads to distinct changes in gene expression, both forms of TRα display selective effects on some genes and both may be required for optimal regulation of others.

**Fig 9:**
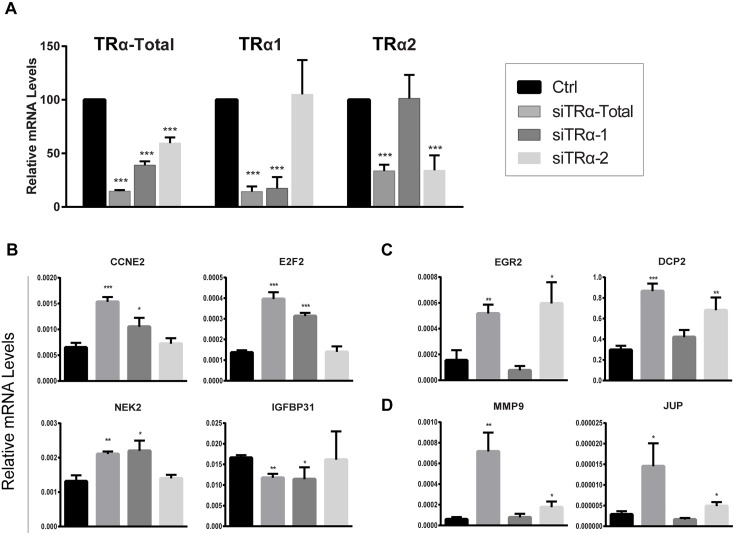
TRα1 and TRα2 KD influences distinct genes in hADSC. (A) Results of qRT-PCR transcript analysis of TRα and TRα1 and TRα2 splice variants after specific siRNA treatment. (B-D) Effects of TRα splice variant KD on TR target genes, B TRα1 specific, C, TRα2 specific, D, genes that require optimal levels of TRα1 and TRα2.

## Discussion

We began this study with non-biased transcript analysis to search for genes with potential roles in hADSC multipotency or differentiation processes. Our studies revealed that TRα transcripts predominate in hADSC and that both TRα1 and TRα2 are present. By contrast, TRβ1 is expressed at low levels and upregulated during hADSC differentiation. Despite the presence of TRα and TRβ proteins, responses of standard TRE-dependent reporters to T3 after TR transfection and emergence of T3 regulated genes in hADSC-derived differentiated cells, no T3 responses were seen in the parental hADSC. Further investigation revealed that TRs were predominantly extranuclear and siRNA-based KD revealed that both TRs influence hADSC morphology, gene expression and cell division in the absence of hormone. Thus, we propose that extranuclear TRs regulate hADSC biology via processes that involve non-canonical hormone-independent pathways. We have not found analogous examples of other cell types in which TRs do not respond to T3 in the literature, but TH responses are selectively suppressed in hepatocytes in fatty liver without obvious changes in components of the TR signaling machinery [63].

While TRα and TRβ exert similar effects on gene expression in homologous cell types [18–20,64], TRα and TRβ KD led to striking and unique changes in hADSC appearance. TRα KD dependent changes are consistent with disturbed cell cycle progression and G2/M arrest and were accompanied by widespread TRα KD-dependent deregulation (predominantly de-repression) of cell cycle genes. For example, TRα regulates mitotic spindle by repressing components of inner and outer kinetochore [65] as well as proteins involved in kinetochore-microtubule attachment and centrosome duplication and maturation [66] (Figs 7 and 8, Table 3). TRα KD also induced histones, usually only transcribed in S-phase [67] (Figs 7 and 8, Table 3). By contrast, TRβ KD led to changes in cell shape, increases in cell and nuclear size, actin fiber reorganization, a switch to a tubulin based cytoskeletal network, implicated in adult stem cell differentiation [68,69], examples of cells with lipid droplet accumulation and induction of genes associated with differentiation (CIDEA, FABP4, osteopontin; Fig 5, S8 Fig). Thus, TRα plays a crucial permissive role in hADSC cell division processes whereas TRβ1 may be involved in suppression of certain aspects of differentiation. Interestingly, the Privalsky group and our own group previously identified subsets of TR target genes that do not respond to hormone in HepG2 and HeLa cells [18,19]. This gene set, unlike other TR target genes, also displays high degrees of subtype-specificity (see Table 1 in reference [16]). Thus, mechanisms that lead to TR hormone-independent activity may be associated with subtype selectivity.

We think that striking TR subtype selectivity in hADSC emerge from unique TRα and TRβ-dependent effects upon distinct non-genomic pathways [38,39] which, in turn, may be linked to distinct TR locations within the cytoplasm. Both major TRα splice variants colocalize with mitochondria in hADSC, as documented in cardiomyocytes [33], and, to a lesser extent, with ER. TRβ appears evenly distributed through the cytoplasm and does not co-localize with TRα to any appreciable degree. It will be interesting to determine whether TRα-specific effects on hADSC are related to disruption of TRα interactions with mitochondria, well known to influence cell cycle and apoptosis [60].

We cannot eliminate the possibility that some TR activities are related to canonical effects of low levels of nuclear TR on gene expression and, in fact, favor the explanation that concerted effects of TRs in the cytoplasm and nucleus may account for some TR effects on gene expression [34]. We found examples of hADSC TR subtype specific target genes associated with known TR binding sites [20,56]; for example, the TRα-specific JARID2 and E2F2 genes are associated with TRα-specific binding sites whereas the TRα/TRβ regulated FOSL1 locus contains binding sites for both TRs (S13 Fig) [20,56]. Since TRs regulate hADSC genes that encode key regulatory proteins, including the TRα-specific E2F2, involved in stem cell self-renewal [70], and STAT3, required for ESC pluripotent state [71], it is possible that TR subtype-specific changes in small numbers of regulatory proteins could lead to amplified effects on hADSC transcriptional networks.

Why do TRs act in hormone-independent manner in hADSC? The hADSC growth medium does not contain obvious sources of TH-like ligands. While hADSC could produce endogenous TR ligands, we think that it is likelier that TRs do not respond to hormone in this cell type and that unliganded TRs are active. As mentioned, the JARID2, E2F2 and FosL1 genes are repressed by the same TR subtypes in hADSC and HepG2 cells in the absence of hormone [20,56] but nevertheless respond to T3 in HepG2 and in C17.2 cells. This suggests that these genes are similarly regulated by unliganded TRs but unable to respond to T3 in hADSC.

We considered the possibility that the non-hormone binding TRα2 splice variant mediates ligand-independent TR activities. TRα1/TRα2 specific KD indeed revealed target genes that do respond selectively to TRα2 KD (Fig 9). To our knowledge, this is the first time that TRα2 has been shown to exert effects on gene expression that are distinct from its weak inhibitory effects on liganded TRα1 and TRβ1 [31]. There are analogies between TRα2 and a structurally similar estrogen receptor (ER) β splice variant, termed ERβ2 or ERβcx [72,73] which was originally thought to work solely by inhibition of ERα [74] but recently also shown to independently regulate large numbers of genes in prostate cancer cells [75,76]. Our results, however, also reveal that TRα1 and TRβ1 also regulate hADSC genes in ligand-independent fashion in this cell type and we have confirmed that TRα2 KD does not restore the capacity for T3 response at TR targets, such as KLF9, in hADSC (S14 Fig). Thus, we think that it is unlikely that the presence of active TRα2 accounts for all ligand-independent TR actions in hADSC.

We think that it is likely that lack of ligand response is related to the predominantly cytoplasmic localization of TRs in this cell type and, therefore, to factors that promote extranuclear TR actions. Studies to dissect TR actions in hADSC will be difficult; previous studies of non-genomic TR actions have relied on ligands to manipulate TR activity [34] and this approach does not seem feasible in hADSC. There are indications that TRs acquire the capacity to regulate genes in canonical T3-responsive fashion during hADSC differentiation and it may be fruitful to consider roles of gene products that predominate in parental hADSC and TRs. If TRs do prove to regulate some hADSC target genes directly, it may be interesting to consider whether an unusual spectrum of TR interacting proteins is important in ligand-independent activity; TRα1 binds cofactors with roles in cell cycle in a T3-independent fashion [77]. Alternatively, post-translational TR modifications such as SUMOylation, which changes TR-T3 response in a subtype specific manner and is important in preadipocyte differentiation [78], could be important.

Unliganded TRα may also be active in other undifferentiated cell types. TRs are expressed and functional in ESC/iPSC and we detected a switch from TRα to TRβ during ESC/iPSC differentiation along the hepatocyte lineage *in vitro* [44]. Unliganded TRα is also important in preadipocyte differentiation and myoblast proliferation and differentiation [79,80] and early stages of Xenopus metamorphosis [23,25,26]. It will be interesting to ask if these effects also involve actions of predominantly cytoplasmic TRα.

Finally, hADSC display potential uses in regenerative therapies [31,40,41,81]. It is therefore important to understand how TRs act in this cell context and whether manipulation of hADSC TR activities could have medically useful applications. The fact that TRs display ligand-independent actions in hADSC in culture leads us to suspect that TRs may display similar activities in adult stem cells *in vivo* and it will be interesting to determine whether TRα acts in hormone-independent fashion in ADSC pools in animals or humans.

## Supporting Information

S1 Fig Expression of TRα1 and TRα2 during differentiation of hADSC. Expression of TRα1 **(A)** and TRα2 **(B)** during adipogenesis (*A*), chondrogenesis (*C*) and osteogenesis (*O*) was assessed by qPCR.
(TIF)

S2 Fig Absence of T3 response in hADSC. **(A)** Results of qRT-PCR transcript analysis of HR and KLF9 in hADSC and hADSC-derived adipocytes after treatment with vehicle control or 100nM T3 in DMSO. **(B)** Panel shows results of luciferase assays performed on extracts of hADSC that were transfected with reporters containing two copies of each TRE (DR4, F2) and FLAG-tagged TR expression vectors and treated with T3 (100nM) or GC-1 (100nM) for 18h. **(C)** Microarray analysis of gene regulation in cell lineages after T3 treatment (100nM). Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433.
(TIF)

S3 Fig Subcellular localization of TRα1, TRα2 and TRβ in hADSC. Double-immunofluorescence analysis of TRα1 or TRα2, respectively (green), and TRβ (red): presence, distribution and colocalization. Bar: = 50μm.
(TIF)

S4 Fig Negative control for S3 Fig. The specificity of immunofluorescence was tested by the omission of primary antibodies (**A**). Overlay A and nuclear staining (**B**). Bar: = 100μm.
(TIF)

S5 Fig Efficient knockdown of TR subtypes in hADSC. **(A)** Panels show TR transcript levels after hADSC were transfected with TRα and/or TRβ siRNA at 50 nM final concentration and **(B, C)** TRα1 or TRα2 protein levels assessed by Western blot. We note that TRα2 migrates at a position that is suggestive of higher molecular weight (60KD) than predicted from its primary sequence (50KD), but also note that species of similar size have been noted in previous characterization by western blot, see information in ThermoFisher Scientific catalog.
(TIF)

S6 Fig Effects of TR silencing on immunofluorescence signals. A) Double immunofluorescence analysis of TRα1 or TRα2, respectively (green), and TRβ (red) in siCtrl HADSC: presence, distribution and colocalization; B) After knockdown of TRα1 and TRβ in HADSC, signal is absent, while in TRα2 KD cells signal is reduced. Bar: = 50μm.
(TIF)

S7 Fig Negative control for siRNA knockdown control in S6 Fig. The specificity of immunofluorescence was tested by the omission of primary antibodies. Bar: = 50μm.
(TIF)

S8 Fig Differential effects of TR silencing on cell division. Confocal images of hADSC (A): Ctrl, siTRα and siTRβ showing immunostaining for tubulin α (green) and DNA (nuclei and chromosomes) counterstained with DAPI. Numerous mitosis (yellow arrows) were seen in Ctrl and siTRβ. Binuclear cell (blue arrows). Bars: 50 μm. Image analysis was performed in Zen 2010/ Las AF Lite and Imaris 8.1 software for distribution of nuclear surface area in (B) and cell size (cell surface area) in (C). *compared to control, ***p≤0.001; # siTRα vs. siTRβ, ### p≤0.001.
(TIF)

S9 Fig Overlaps between effects of TR knockdown compared to knockdown of an unrelated TF. Venn diagram of genes regulated by TRα, TRβ or ETV5. Diagrams represent the number of genes regulated after TRα, TRβ or ETV5 knockdown. Microarray data are deposited in the Gene Expression Omnibus (GEO); accession number GSE75692.

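IL1RN, the antagonist of the interleukin-1 receptor, had the largest rise in siETV5 hADSC, by 3.98 on the log2 scale (n = 3 arrays per group, standard error 0.16, adjusted p = 2.53e-07, limma). TDO2, which degrades tryptophan, rose by 3.44 (standard error 0.15, adjusted p = 3.38e-07), and it rose by 3.06 in siTRα hADSC but had -0.11 in siTRβ hADSC. PDGFD, a growth factor of mesenchymal cells, decreased by 2.75 (standard error 0.16, adjusted p = 1.52e-06). ETV5 KD changed 419 genes, 236 (56.3%) raised and 183 (43.7%) lowered, while with median scaling of the arrays 202 (46.5%) were raised and 232 lowered, so that the larger side turned, and with no background correction 169 were raised and 90 lowered. The siETV5 and siCtrl arrays did not overlap in 415 of the 419 genes and in 42.2% of all genes (10% by chance). In 81 of the 419 genes one group was below background, and 38 genes changed at least 4-fold. Of the genes changed by any KD, 318 were changed by siTRα alone, 101 by siTRβ alone and 189 by siETV5 alone. Another 41 were changed by both TR KDs and not by siETV5, 76 by siTRα and siETV5 alone, and 60 by siTRβ and siETV5 alone. All 94 genes changed by the 3 KDs moved in 1 direction. Across genes, which are not independent replicates, fold changes had a correlation of 0.552 between siTRα and siTRβ, 0.565 between siTRα and siETV5 and 0.667 between siTRβ and siETV5. Simulated unchanged groups against the same kind of shared controls gave 0.472, 0.489 and 0.460 on average, with ranges of -0.23 to 0.84, -0.18 to 0.87 and -0.18 to 0.86 that hold the observed values. The covariances, to which shared controls add the same amount with or without an effect, were 0.0993, 0.113 and 0.115. In the 100 simulated pairs they were at most 0.0388, 0.0422 and 0.0535, and the observed values exceeded the simulated averages by 0.0826, 0.0959 and 0.0986. The spread between single control arrays thus did not account for the observed covariances. An offset of the siCtrl group as a whole was not simulated, so it remains possible.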

(TIF)

S10 Fig TRα and TRβ regulate distinct target genes in hADSC. qPCR verification of TRα and/or TRβ target genes as identified by microarray analysis.
(TIF)

S11 Fig Knockdown of TRα in hADSC. Transcript levels of TRα, NEK2, TP53INP1, STAT3 and ICMT after hADSC were transfected with three different On-TARGET Plus TRα siRNAs at 50 nM final concentration.
(TIF)

S12 Fig TRα involvement in regulation of different aspects of cell cycle regulation in hADSC. Network of interactions among TRα targets involved in endoreduplication (A) and arrest in mitosis (B), as retrieved by GeneMania. Analysis of network generated with TRα regulated genes involved in these processes (large black circles) revealed genes that are strongly connected to query genes including additional TRα regulated genes (red).
(TIF)

S13 Fig Representation of selected TR hADSC target genes that contain verified TR binding regions. TRα (red bar), TRβ (blue bar) and RXR (grey bar) binding sites located 30K bp upstream to 10K bp downstream of Fosl1, Jarid2 and E2f2, as determined by Chatonnet et al. (17) in mouse neural cells (geodataset series GSE38347). TRα, TRβ and RXR peak bed files were downloaded directly from geodatasets GSM940399, GSM940400, and GSM940401, respectively, and uploaded into the UCSC Genome Browser for viewing and image export.
(TIF)

S14 Fig TRα2 knockdown does not result in the induction of T3-responsive gene KLF9. qPCR confirms 50nM siRNA knockdown of TRα2 (A) in hADSCs treated with either DMSO or T3 and shows that KLF9 expression (B) is not significantly changed in either of these conditions.
(TIF)

S1 Table On-TARGET Plus TR siRNA sequences.

S2 Table Transcription Factors and associated partners were identified among the significantly affected genes through comparison to AnimalTFDB 2.0.

S3 Table Change in mRNA expression of NRs after hADSC differentiation. In the Nuclear receptors and coregulators PCR array, fold expression differences between hADSC and differentiated cells were analyzed through the SA Biosciences Web page. All experiments were run in triplicates.
(DOCX)

S4 Table Microarray analysis of gene regulation in adipocytes after T3 treatment. Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433.
(DOCX)

S5 Table Microarray analysis of gene regulation in chondrocytes after T3 treatment. Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433.
(DOCX)

S6 Table Microarray analysis of gene regulation in osteocytes after T3 treatment. Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433.
(DOCX)

S7 Table Differentially expressed genes in the TRα and TRβ-mediated processes obtained from GeneCodis using SlimProcess database (Table 2).

S8 Table List of the differentially expressed genes after TRα or TRβ knockdown in the enriched cell cycle-related functional themes (IPA) in hADSC (Table 3).

## References

[1] ZhangJ, LazarMA. The mechanism of action of thyroid hormones. Annu Rev Physiol 2000;62:439–66. 10.1146/annurev.physiol.62.1.439 10845098

[2] LiD, YamadaT, WangF, VulinAI, SamuelsHH. Novel roles of retinoid X receptor (RXR) and RXR ligand in dynamically modulating the activity of the thyroid hormone receptor/RXR heterodimer. J Biol Chem 2004;279:7427–37. 10.1074/jbc.M311596200 14668324

[3] YenPM. Physiological and molecular basis of thyroid hormone action. Physiol Rev 2001;81:1097–142. .1142769310.1152/physrev.2001.81.3.1097

[4] ChengS-Y, LeonardJL, DavisPJ. Molecular aspects of thyroid hormone actions. Title. Endocr Rev 2010;31:139–70. 10.1210/er.2009-0007 20051527PMC2852208

[5] AstapovaI, HollenbergAN. The in vivo role of nuclear receptor corepressors in thyroid hormone action. Biochim Biophys Acta 2013;1830:3876–81. 10.1016/j.bbagen.2012.07.001 22801336PMC3529203

[6] ChengS-Y. Isoform-dependent actions of thyroid hormone nuclear receptors: lessons from knockin mutant mice. Steroids 2005;70:450–4. 10.1016/j.steroids.2005.02.003 15862829

[7] MoranC, ChatterjeeK. Resistance to thyroid hormone due to defective thyroid receptor alpha. Best Pract Res Clin Endocrinol Metab 2015;29:647–57. 10.1016/j.beem.2015.07.007 26303090PMC4559105

[8] Ortiga-CarvalhoTM, SidhayeAR, WondisfordFE. Thyroid hormone receptors and resistance to thyroid hormone disorders. Nat Rev Endocrinol 2014;10:582–91. 10.1038/nrendo.2014.143 25135573PMC4578869

[9] BaxterJD, WebbP. Thyroid hormone mimetics: potential applications in atherosclerosis, obesity and type 2 diabetes. Nat Rev Drug Discov 2009;8:308–20. 10.1038/nrd2830 19337272

[10] BrentGA. Mechanisms of thyroid hormone action. J Clin Invest 2012;122:3035–43. 10.1172/JCI60047 22945636PMC3433956

[11] KimWG, ChengS. Thyroid hormone receptors and cancer. Biochim Biophys Acta 2013;1830:3928–36. 10.1016/j.bbagen.2012.04.002 22507269PMC3406244

[12] ArandaA, Martinez-IglesiasO, Ruiz-LlorenteL, Garcia-CarpizoV, ZambranoA. Thyroid receptor: roles in cancer. Trends Endocrinol Metab 2009;20:318–24. 10.1016/j.tem.2009.03.011 19716314

[13] ChengS-Y. Thyroid hormone receptor mutations in cancer. Mol Cell Endocrinol 2003;213:23–30. 10.1016/j.mce.2003.10.051 15062571

[14] AnderssonML, NordströmK, DemczukS, HarbersM, VennströmB. Thyroid hormone alters the DNA binding properties of chicken thyroid hormone receptors alpha and beta. Nucleic Acids Res 1992;20:4803–10. 140879410.1093/nar/20.18.4803PMC334235

[15] DarlingDS, CarterRL, YenPM, WelbornJM, ChinWW, UmedaPK. Different dimerization activities of alpha and beta thyroid hormone receptor isoforms. J Biol Chem 1993;268:10221–7. 7683671

[16] HarbersM, WahlströmGM, VennströmB. Transactivation by the thyroid hormone receptor is dependent on the spacer sequence in hormone response elements containing directly repeated half-sites. Nucleic Acids Res 1996;24:2252–9. 10.1093/nar/24.12.2252 8710493PMC145925

[17] YenPM, FengX, FlamantF, ChenY, WalkerRL, WeissRE, et al Effects of ligand and thyroid hormone receptor isoforms on hepatic gene expression profiles of thyroid hormone receptor knockout mice. EMBO Rep 2003;4:581–7. 10.1038/sj.embor.embor862 12776178PMC1319202

[18] LinJZ, SieglaffDH, YuanC, SuJ, ArumanayagamAS, FirouzbakhtS, et al Gene Specific Actions of Thyroid Hormone Receptor Subtypes. PLoS One 2013;8:e52407 10.1371/journal.pone.0052407 23300972PMC3536777

[19] ChanIH, PrivalskyML. Isoform-Specific Transcriptional Activity of Overlapping Target Genes that Respond to Thyroid Hormone Receptors α1 and β1. Mol Endocrinol 2009;23:1758–75. 10.1210/me.2009-0025 19628582PMC2775939

[20] ChatonnetF, GuyotR, BenoîtG, FlamantF. Genome-wide analysis of thyroid hormone receptors shared and specific functions in neural cells. Proc Natl Acad Sci U S A 2013;110:E766–75. 10.1073/pnas.1210626110 23382204PMC3581916

[21] FengX, JiangY, MeltzerP, YenPM. Thyroid hormone regulation of hepatic genes in vivo detected by complementary DNA microarray. Mol Endocrinol 2000;14:947–55. 10.1210/mend.14.7.0470 10894146

[22] MittagJ, WallisK, VennstromB. Physiological consequences of the TRalpha1 aporeceptor state. Heart Fail Rev 2010;15:111–5. 10.1007/s10741-008-9119-5 19009345

[23] BernalJ, MorteB. Thyroid hormone receptor activity in the absence of ligand: Physiological and developmental implications. Biochim Biophys Acta—Gen Subj 2013;1830:3893–9. 10.1016/j.bbagen.2012.04.014 22554916

[24] HuX, LazarM a. Transcriptional repression by nuclear hormone receptors. Trends Endocrinol Metab 2000;11:6–10. S1043-2760(99)00215-5 [pii]. 10.1016/S1043-2760(99)00215-5 10652499

[25] WenL, ShiY-B. Regulation of growth rate and developmental timing by Xenopus thyroid hormone receptor α. Dev Growth Differ 2015;58:1–9. 10.1111/dgd.12231 26219216PMC6296368

[26] ChoiJ, SuzukiK-IT, SakumaT, ShewadeL, YamamotoT, BuchholzDR. Unliganded thyroid hormone receptor alpha regulates developmental timing via gene repression in Xenopus tropicalis. Endocrinology 2015;156:735–44. 10.1210/en.2014-1554 25456067PMC4298327

[27] FlamantF, PoguetA-L, PlaterotiM, ChassandeO, GauthierK, StreichenbergerN, et al Congenital hypothyroid Pax8(-/-) mutant mice can be rescued by inactivating the TRalpha gene. Mol Endocrinol 2002;16:24–32. 10.1210/mend.16.1.0766 11773436

[28] WenL, ShiYB. Unliganded thyroid hormone receptor α Controls developmental timing in Xenopus tropicalis. Endocrinology 2015;156:721–34. 10.1210/en.2014-1439 25456066PMC4298314

[29] Pasca di MaglianoM, Di LauroR, ZanniniM. Pax8 has a key role in thyroid cell differentiation. Proc Natl Acad Sci U S A 2000;97:13144–9. 10.1073/pnas.240336397 11069301PMC27192

[30] MansouriA, ChowdhuryK, GrussP. Follicular cells of the thyroid gland require Pax8 gene function. Nat Genet 1998;19:87–90. 10.1038/ng0598-87 9590297

[31] WilliamsGR. Thyroid Hormone Actions in Cartilage and Bone. Eur Thyroid J 2012;2:3–13. 10.1159/000345548 24783033PMC3821494

[32] NgL, KelleyMW, ForrestD. Making sense with thyroid hormone—the role of T(3) in auditory development. Nat Rev Endocrinol 2013;9:296–307. 10.1038/nrendo.2013.58 23529044

[33] XuB, KoenigRJ. Regulation of thyroid hormone receptor alpha2 RNA binding and subcellular localization by phosphorylation. Mol Cell Endocrinol 2005;245:147–57. 10.1016/j.mce.2005.11.010 16356627

[34] FarwellAP, LeonardJL. Nongenomic actions of thyroid hormone during fetal brain development. Curr Opin Endocrinol Diabetes 2005;12:17–22. 10.1097/01.med.0000152036.70617.1e

[35] FlamantF, GauthierK. Thyroid hormone receptors: the challenge of elucidating isotype-specific functions and cell-specific response. Biochim Biophys Acta 2013;1830:3900–7. 10.1016/j.bbagen.2012.06.003 22704954

[36] FugierC, TousaintJ-J, PrieurX, PlaterotiM, SamarutJ, DeleriveP. The lipoprotein lipase inhibitor ANGPTL3 is negatively regulated by thyroid hormone. J Biol Chem 2006;281:11553–9. 10.1074/jbc.M512554200 16505486

[37] ChiamoleraMI, SidhayeAR, MatsumotoS, HeQ, HashimotoK, Ortiga-CarvalhoTM, et al Fundamentally distinct roles of thyroid hormone receptor isoforms in a thyrotroph cell line are due to differential DNA binding. Mol Endocrinol 2012;26:926–39. 10.1210/me.2011-1290 22570333PMC3355539

[38] DavisPJ, GogliaF, LeonardJL. Nongenomic actions of thyroid hormone. Nat Rev Endocrinol 2016;12:111–21. 10.1038/nrendo.2015.205 26668118

[39] GauthierK, FlamantF. Nongenomic, TRbeta-dependent, thyroid hormone response gets genetic support. Endocrinology 2014;155:3206–9. 10.1210/en.2014-1597 25152174

[40] XuY, MalladiP, WagnerDR, LongakerMT. Adipose-derived mesenchymal cells as a potential cell source for skeletal regeneration. Curr Opin Mol Ther 2005;7:300–5. 16121695

[41] ZukPA, ZhuM, MizunoH. Multilineage cells from human adipose tissue: implications for cell-based therapies. Tissue Eng 2001;7:211–28. 10.1089/107632701300062859 11304456

[42] ObregonM-J. Adipose tissues and thyroid hormones. Front Physiol 2014;5:479 10.3389/fphys.2014.00479 25566082PMC4263094

[43] WilliamsGR. Thyroid Hormone Actions in Cartilage and Bone. Eur Thyroid J 2013;2:3–13. 10.1159/000345548 24783033PMC3821494

[44] CvoroA, DevitoL, MiltonFA, NoliL, ZhangA, FilippiC, et al A Thyroid hormone receptor/KLF9 axis in human hepatocytes and pluripotent stem cells. Stem Cells 2015;33:416–28. 10.1002/stem.1875 25330987PMC6317531

[45] DuP, KibbeWA, LinSM. lumi: a pipeline for processing Illumina microarray. Bioinformatics 2008;24:1547–8. 10.1093/bioinformatics/btn224 18467348

[46] SmythGK. Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol 2004;3:Article3. 10.2202/1544-6115.1027 16646809

[47] R Development Core Team. R: A language and environment for statistical computing. Vienna, Austria: R Foundation for Statistical Computing; 2009.

[48] BenjaminiYoav HY. Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. J R Stat Soc Ser B 1995;57:289–300.

[49] ZhangHM, LiuT, LiuCJ, SongS, ZhangX, LiuW, et al AnimalTFDB 2.0: A resource for expression, prediction and functional study of animal transcription factors. Nucleic Acids Res 2015;43:D76–81. 10.1093/nar/gku887 25262351PMC4384004

[50] Tabas-MadridD, Nogales-CadenasR, Pascual-MontanoA. GeneCodis3: A non-redundant and modular enrichment analysis tool for functional genomics. Nucleic Acids Res 2012;40:W478–83. 10.1093/nar/gks402 22573175PMC3394297

[51] Nogales-CadenasR, Carmona-SaezP, VazquezM, VicenteC, YangX, TiradoF, et al GeneCodis: Interpreting gene lists through enrichment analysis and integration of diverse biological information. Nucleic Acids Res 2009;37:W317–22. 10.1093/nar/gkp416 19465387PMC2703901

[52] Carmona-SaezP, ChagoyenM, TiradoF, CarazoJM, Pascual-MontanoA. GENECODIS: a web-based tool for finding significant concurrent annotations in gene lists. Genome Biol 2007;8:R3 10.1186/gb-2007-8-1-r3 17204154PMC1839127

[53] MostafaviS, RayD, Warde-FarleyD, GrouiosC, MorrisQ. GeneMANIA: a real-time multiple association network integration algorithm for predicting gene function. Genome Biol 2008;9 Suppl 1:S4 10.1186/gb-2008-9-s1-s4 18613948PMC2447538

[54] Warde-FarleyD, DonaldsonSL, ComesO, ZuberiK, BadrawiR, ChaoP, et al The GeneMANIA prediction server: Biological network integration for gene prioritization and predicting gene function. Nucleic Acids Res 2010;38:W214–20. 10.1093/nar/gkq537 20576703PMC2896186

[55] ZuberiK, FranzM, RodriguezH, MontojoJ, LopesCT, BaderGD, et al GeneMANIA prediction server 2013 update. Nucleic Acids Res 2013;41:W115–22. 10.1093/nar/gkt533 23794635PMC3692113

[56] AyersS, SwitnickiMP, AngajalaA, LammelJ, ArumanayagamAS, WebbP. Genome-wide binding patterns of thyroid hormone receptor beta. PLoS One 2014;9:e81186 10.1371/journal.pone.0081186 24558356PMC3928038

[57] ZhangA, SieglaffDH, YorkJP, SuhJH, AyersSD, WinnierGE, et al Thyroid hormone receptor regulates most genes independently of fibroblast growth factor 21 in liver. J Endocrinol 2015;224:289–301. 10.1530/JOE-14-0440 25501997

[58] Lammel LindemannJA, AngajalaA, EnglerDA, WebbP, AyersSD. Thyroid hormone induction of human cholesterol 7 alpha-hydroxylase (Cyp7a1) in vitro. Mol Cell Endocrinol 2014;388:32–40. 10.1016/j.mce.2014.02.003 24582860PMC4180720

[59] IglesiasP, BayonC, MendezJ, GancedoPG, GrandeC, DiezJJ. Serum insulin-like growth factor type 1, insulin-like growth factor-binding protein-1, and insulin-like growth factor-binding protein-3 concentrations in patients with thyroid dysfunction. Thyroid 2001;11:1043–8. 10.1089/105072501753271734 11762714

[60] PsarraAMG, SekerisCE. Steroid and thyroid hormone receptors in mitochondria. IUBMB Life 2008;60:210–23. 10.1002/iub.37 18344181

[61] JacksonAL, BurchardJ, LeakeD, ReynoldsA, SchelterJ, GuoJ, et al Position-specific chemical modification of siRNAs reduces “off-target” transcript silencing. RNA 2006;12:1197–205. 10.1261/rna.30706 16682562PMC1484422

[62] YuanC, LinJZH, SieglaffDH, AyersSD, Denoto-ReynoldsF, BaxterJD, et al Identical gene regulation patterns of T3 and selective thyroid hormone receptor modulator GC-1. Endocrinology 2012;153:501–11. 10.1210/en.2011-1325 22067320PMC3249679

[63] PihlajamäkiJ, BoesT, KimE-Y, DearieF, KimBW, SchroederJ, et al Thyroid hormone-related regulation of gene expression in human fatty liver. J Clin Endocrinol Metab 2009;94:3521–9. 10.1210/jc.2009-0212 19549744PMC2741713

[64] BrentGA. Mechanisms of thyroid hormone action. J Clin Invest 2012;122:3035–43. 10.1172/JCI60047 22945636PMC3433956

[65] JiaL, KimS, YuH. Tracking spindle checkpoint signals from kinetochores to APC/C. Trends Biochem Sci 2013;38:302–11. 10.1016/j.tibs.2013.03.004 23598156

[66] MardinBR, SchiebelE. Breaking the ties that bind: New advances in centrosome biology. J Cell Biol 2012;197:11–8. 10.1083/jcb.201108006 22472437PMC3317805

[67] EwenME. Where the cell cycle and histones meet. Genes Dev 2000;14:2265–70. 10.1101/gad.842100 10995383

[68] RodriguezJP, GonzalezM, RiosS, CambiazoV. Cytoskeletal organization of human mesenchymal stem cells (MSC) changes during their osteogenic differentiation. J Cell Biochem 2004;93:721–31. 10.1002/jcb.20234 15660416

[69] YourekG, HussainMA, MaoJJ. Cytoskeletal changes of mesenchymal stem cells during differentiation. ASAIO J 2007;53:219–28. 10.1097/MAT.0b013e31802deb2d 17413564PMC4035052

[70] BeckerKA, SteinJL, LianJB, van WijnenAJ, SteinGS. Establishment of histone gene regulation and cell cycle checkpoint control in human embryonic stem cells. J Cell Physiol 2007;210:517–26. 10.1002/jcp.20903 17096384

[71] RazR, LeeCK, CannizzaroL a, D’EustachioP, LevyDE. Essential role of STAT3 for embryonic stem cell pluripotency. Proc Natl Acad Sci U S A 1999;96:2846–51. 10.1073/pnas.96.6.2846 10077599PMC15857

[72] LeungY-K, MakP, HassanS, HoS-M. Estrogen receptor (ER)-beta isoforms: a key to understanding ER-beta signaling. Proc Natl Acad Sci U S A 2006;103:13162–7. 10.1073/pnas.0605676103 16938840PMC1552044

[73] HuangB, OmotoY, IwaseH, YamashitaH, ToyamaT, CoombesRC, et al Differential expression of estrogen receptor alpha, beta1, and beta2 in lobular and ductal breast cancer. Proc Natl Acad Sci U S A 2014;111:1933–8. 10.1073/pnas.1323719111 24449868PMC3918808

[74] ZhaoC, MatthewsJ, TujagueM, WanJ, StromA, ToressonG, et al Estrogen receptor beta2 negatively regulates the transactivation of estrogen receptor alpha in human breast cancer cells. Cancer Res 2007;67:3955–62. 10.1158/0008-5472.CAN-06-3505 17440111

[75] DeyP, JonssonP, HartmanJ, WilliamsC, StromA, GustafssonJ-A. Estrogen receptors beta1 and beta2 have opposing roles in regulating proliferation and bone metastasis genes in the prostate cancer cell line PC3. Mol Endocrinol 2012;26:1991–2003. 10.1210/me.2012.1227 23028063PMC3517717

[76] DeyP, Velazquez-VillegasLA, FariaM, TurnerA, JonssonP, WebbP, et al Estrogen Receptor beta2 Induces Hypoxia Signature of Gene Expression by Stabilizing HIF-1alpha in Prostate Cancer. PLoS One 2015;10:e0128239 10.1371/journal.pone.0128239 26010887PMC4444278

[77] HahmJB, SchroederAC, PrivalskyML. The two major isoforms of thyroid hormone receptor, TRalpha1 and TRbeta1, preferentially partner with distinct panels of auxiliary proteins. Mol Cell Endocrinol 2014;383:80–95. 10.1016/j.mce.2013.11.015 24325866

[78] LiuY-Y, KogaiT, SchultzJJ, ModyK, BrentGA. Thyroid hormone receptor isoform-specific modification by small ubiquitin-like modifier (SUMO) modulates thyroid hormone-dependent gene regulation. J Biol Chem 2012;287:36499–508. 10.1074/jbc.M112.344317 22930759PMC3476315

[79] LiuYY, AyersS, MilanesiA, TengX, RabiS, AkibaY, et al Thyroid hormone receptor sumoylation is required for preadipocyte differentiation and proliferation. J Biol Chem 2015;290:7402–15. 10.1074/jbc.M114.600312 25572392PMC4367250

[80] MilanesiA, LeeJ-W, KimN-H, LiuY-Y, YangA, SedrakyanS, et al Thyroid Hormone Receptor α Plays an Essential Role in Male Skeletal Muscle Myoblast Proliferation, Differentiation and Response to Injury. Endocrinology 2015;157:en20151443 10.1210/en.2015-1443 26451739PMC4701883

[81] ObregonM-J. Adipose tissues and thyroid hormones. Front Physiol 2014;5:479 10.3389/fphys.2014.00479 25566082PMC4263094

# Supplementary material for: Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells
**Source:** PLoS One. 2016 Oct 12;11(10):e0164407. doi: 10.1371/journal.pone.0164407
**Supplement:** S1 Table

**S1 Table.** On-TARGET Plus TR siRNA sequences

| **Target** | **Target Sequences** |
| --- | --- |
| **TRα** (NM_003250; NM_001190918; NM_001190919; NM_199334) | |
|  | GAACCUCCAUCCCACCUAU |
|  | GUAUAUCCCUAGUUACCUG |
|  | GAACUGGGCAAGUCACUCU |
|  | CGGCCAAUGUUCCCUGAAA |
|  |  |
| **TRβ** (NM_001128177; NM_000461; NM_001252634; NM_001128176) | |
|  | UGGAAGUGUUCGAGGAUUA |
|  | GAGAAGAAAUGUAAAGGGU |
|  | GGACAAGCACCAAUAGUCA |
|  | CGAAAUCAGUGCCAGGAAU |
|  |  |
| **TRα1**(NM_199334) |  |
|  | GGAGAAGACAAAUGAAGAA |
|  | GGGAGAAGACAAAUGAAGA |
|  | GAGAAGACAAAUGAAGAAA |
|  | GGAGGAUUGAGAAGGGACA |
|  |  |
| **TRα2** (NM_003250; NM_001190918; NM_001190919) | |
|  | CCAUAAAAGGUGUGUUGAAUU |
|  | CAUAAAAGGUGUGUUGAAUU |
|  | AAGGUGUGUUGAAUUGAAA |
|  | CGUAAGACCACCUUCCCUU |
|  |  |

# Supplementary material for: Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells
**Source:** PLoS One. 2016 Oct 12;11(10):e0164407. doi: 10.1371/journal.pone.0164407
**Supplement:** S2 Table

**S2 Table.** Transcription Factors and associated partners were identified among the significantly affected genes through comparison to AnimalTFDB 2.0.

| **Transcription Factors (TF)** | | | **Transcription Cofactors (TCoF)** | |
| --- | --- | --- | --- | --- |
| Symbol | Accession | TF Family | Symbol | Accession |
| KLF15 | NM_014079.2 | zf-C2H2 | AEBP1 | NM_001129.3 |
| KLF9 | NM_001206.2 | zf-C2H2 | BLM | NM_000057.2 |
| ZBTB16 | NM_006006.4 | ZBTB | BTG1 | NM_001731.1 |
| TSC22D3 | NM_001015881.1 | TSC22 | CCNA2 | NM_001237.2 |
| FOS | NM_005252.2 | TF_bZIP | CENPF | NM_016343.3 |
| JUN | NM_002228 | TF_bZIP | CHAF1B | NM_005441.2 |
| NFIL3 | NM_005384.2 | TF_bZIP | CREG1 | NM_003851.2 |
| STAT5A | NM_003152.2 | STAT | PTTG1 | NM_004219.2 |
| NR2F1 | NM_005654.4 | RXR-like | TLE2 | NM_003260.3 |
| MKX | NM_173576.1 | Others | BCL3 | NM_005178.2 |
| LASS6 | NM_203463.1 | Homeobox | WWC1 | NM_015238.1 |
| PITX1 | NM_002653.3 | Homeobox | PPARGC1A | NM_013261.3 |
| PKNOX2 | NM_022062.2 | Homeobox | PIR | NM_001018109.1 |
| SOX13 | NM_005686.2 | HMG | GMNN | NM_015895.3 |
| FOXM1 | NM_202003.1 | Fork head |  |  |
| FOXO1 | NM_002015.3 | Fork head |  |  |
| FOXS1 | NM_004118.3 | Fork head | **Chromatin Remodeling Factors (CRF)** | |
| E2F2 | NM_004091.2 | E2F |  |  |
| E2F7 | NM_203394.2 | E2F | Symbol | Accession |
| CEBPD | NM_005195.3 | C/EBP |  |  |
| MXD3 | NM_031300.2 | bHLH | DNMT1 | NM_001379.1 |
| FUBP1 | NM_003902.3 | Others | EZH2 | NM_152998.1 |
| OSR2 | XM_001126824.1 | zf-C2H2 | SUV39H1 | NM_003173.2 |
| EPAS1 | NM_001430.3 | Others | CBX5 | NM_012117.1 |
| GATAD2A | NM_017660.2 | Others | TBL1X | NM_005647.2 |
| EBF1 | NM_024007.2 | COE |  |  |
| HIC1 | NM_001098202.1 | ZBTB |  |  |
| PRRX2 | NM_016307.3 | Homeobox |  |  |
| TWIST1 | NM_000474.3 | bHLH |  |  |
| GLI2 | NM_005270.3 | zf-C2H2 |  |  |
| MXD4 | NM_006454.2 | bHLH |  |  |
| ZNF281 | NM_012482.3 | zf-C2H2 |  |  |
|  |  |  |  |  |

# Supplementary material for: Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells
**Source:** PLoS One. 2016 Oct 12;11(10):e0164407. doi: 10.1371/journal.pone.0164407
**Supplement:** S3 Table — In the Nuclear receptors and coregulators PCR array, fold expression differences between hADSC and differentiated cells were analyzed through the SA Biosciences Web page. All experiments were run in triplicates.

**S3 Table.** Change in mRNA expression of NRs after hADSC differentiation.In the Nuclear receptors and coregulators PCR array, fold expression differences between hADSC and differentiated cells were analyzed through the SA Biosciences Web page. All experiments were run in triplicates.

| **NR** | **Adipogenesis (FC)** | **Chondrogenesis (FC)** | **Osteogenesis (FC)** |
| --- | --- | --- | --- |
| RXRA (NR2B1) | 4.0454 | 4.132 | 6.2745 |
| COUP-TFI (NR2F1) | 4.0217 | 3.5743 | 8.8581 |
| THRB (NR1A2) | 6.2454 | 17.3797 | 13.1046 |
| RARG (NR1B3) | -4.6178 | -3.1037 | -2.2110 |
| RARB (NR1B2) | 6.1254 | 3.9614 | -1.0009 |
| RORA (NR1F1) | 2.3179 | 4.1583 | 1.4426 |
| PPARG (NR1C3) | 29.6056 | 1.7996 | 4.2291 |
| GR (NR3C1) | -1.4781 | -2.5312 | -3.9101 |
| AR (NR3C4) | 2.8487 | -1.6546 | 1.5013 |
| ESRRA (NR3B1) | 2.7138 | -1.4639 | -1.3824 |
| LXR (NR1H3) | 15.0929 | -1.5287 | -2.0511 |
| PPARA (NR1C1) | 2.5032 | 1.5996 | 1.6249 |
| THRA (NR1A1) | 2.0803 | 1.0590 | -1.6298 |
| VDR (NR1I1) | -3.1431 | 1.8079 | -1.4369 |
| ESR1 (NR3A1) | 1.9552 | 5.4083 | -1.3368 |
| PPARD (NR1C2) | -1.9395 | -2.4002 | -1.4612 |
| COUP-TFII (NR2F2) | 1.4372 | -2.2786 | 1.1711 |
| MR (NR3C2) | -1.7504 | 2.5814 | 1.3846 |
| EAR1b (NR1D2) | -1.4312 | -1.3698 | -2.1455 |
|  |  |  |  |

***RED***= significant increase in expression levels, FC

***BLUE***= significant decrease in expression levels, FC

# Supplementary material for: Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells
**Source:** PLoS One. 2016 Oct 12;11(10):e0164407. doi: 10.1371/journal.pone.0164407
**Supplement:** S4 Table — Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433.

**S4 Table.** Microarray analysis of gene regulation in adipocytes after T3 treatment. Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433

*RED* = UPregulated*BLUE*= DOWNregulated

# Supplementary material for: Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells
**Source:** PLoS One. 2016 Oct 12;11(10):e0164407. doi: 10.1371/journal.pone.0164407
**Supplement:** S5 Table — Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433.

**S5 Table.** Microarray analysis of gene regulation in chondrocytes after T3 treatment. Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433

| **SYMBOL** | **Accession No.** |
| --- | --- |
| **CHONDRO** | |
| DBP | NM_001352.2 |
| AC092718.3 | NM_052892.3 |
| PKD1L2 | NM_001076780.1 |
| C1QTNF1 | NM_198594.1 |
| PDE7B | NM_018945.3 |
| MOBKL2B | NM_024761.3 |
| ELANE | NM_001972.2 |
| NID2 | NM_007361.3 |
| C20orf82 | NM_080826.1 |
| DBC1 | NM_014618.2 |
| IGF1 | NM_000618.2 |
| CMTM8 | NM_178868.3 |
| GABARAPL2 | NM_007285.6 |
| HEG1 | NM_020733.1 |
| MAN1C1 | NM_020379.2 |
| PIM1 | NM_002648.2 |
| NKD2 | NM_033120.2 |
| RASD1 | NM_016084.3 |
| ZNF90 | NM_031218.2 |
| PRODH | NM_016335.2 |
| DCXR | NM_016286.2 |
| LMOD1 | NM_012134.2 |
| PDCL3 | NM_024065.3 |
| MRGPRF | NM_145015.2 |
| CLIC3 | NM_004669.2 |
| FSTL3 | NM_005860.2 |
| KRT7 | NM_005556.3 |
| SYTL2 | NM_206928.1 |
| HSD17B6 | NM_003725.2 |
| CNN1 | NM_001299.4 |
| FILIP1L | NM_182909.2 |
| ST6GALNAC5 | NM_030965.1 |
| RCAN1 | NM_203417.1 |
| MAP3K8 | NM_005204.2 |
| MYH11 | NM_002474.2 |
| DACT1 | NM_016651.5 |
| AC087521.3 | XM_941665.2 |

*RED* = UPregulated*BLUE*= DOWNregulated

# Supplementary material for: Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells
**Source:** PLoS One. 2016 Oct 12;11(10):e0164407. doi: 10.1371/journal.pone.0164407
**Supplement:** S6 Table — Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433.

**S6 Table.** Microarray analysis of gene regulation in osteocytes after T3 treatment. Microarray data are deposited in the Gene Expression Omnibus; accession number GSE75433

*RED* = UPregulated*BLUE*= DOWNregulated

# Supplementary material for: Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells
**Source:** PLoS One. 2016 Oct 12;11(10):e0164407. doi: 10.1371/journal.pone.0164407
**Supplement:** S7 Table

**S7 Table.** Differentially expressed genes in the TRα and TRβ-mediated processes obtained from GeneCodis using SlimProcess database (Table 2).

| Annotations | Gene Symbol |
| --- | --- |
| TRα |  |
| GO:0007267 cell-cell signaling (BP) | CXCL6,GJB2,WNT7B,BMP2,CXCL10,CCL7,CXCL5,NAMPT,WNT2,SSTR1,ISG15,STC2,GPR56,TFAP2C,KLF10,STC1,NTF3,EFNB2,  CCL8,PTGIR,FGF18 |
| GO:0007165 signal transduction (BP ) | CXCL6,TNFRSF10D,NGF,CLIC3,ARHGAP22,DEPDC1,STAC,  CHRNA5,CXCL10,CCL7,CXCL5,STAT3,MX1,RASD1,EPHB1,  NAMPT,ADRA2A,IRAK2,GUCY1A2,EDNRA,IL1RAPL1,CSF1R,IL8,ITPKA,CYTL1,RASL12,STK24,PDE4B,RCAN1,HMOX1,ANGPTL4,  PRKD1,PRKCZ,NTF3,ARHGAP28,STMN1,GRB14,CCL8,  TNFRSF10A,PDE1C,PDE1A,RASSF7,FGF18 |
| GO:0007067 mitosis (BP) | NEK2,HAUS8,CDCA3,UBE2I,CDC6,HELLS,ANLN,NUF2,PLK1,  CDC25A,HGF,PBK,MASTL |
| GO:0051301 cell division (BP) | CCNE2,NEK2,HAUS8,SGOL1,CCNE1,KIFC1,CDCA3,UBE2I,CDC6,SPC25,HELLS,NUF2,CDC25A,ERCC6L,MASTL,PARD6G |
| GO:0008283 cell proliferation (BP) | TACSTD2,MCM7,STAT3,AURKB,IL1A,TACC3,EDNRA,CSF1R,  KLF10,GRPR,PRKD1,PLK1,CDC25A,DAB2,CDK5R1,PIM1 |
| GO:0007059 chromosome segregation (BP) | NEK2,SGOL1,UBE2I,SPC25,NUF2,HJURP,INCENP |
| GO:0055085 transmembrane transport (BP) | SLC38A1,DST,SLC29A1,SLC25A29,SLC25A13,CACNA1H,  SLC22A12,HMOX2,SLC6A6,SLC24A6,SLC16A6,TMCO3,SLC11A2,SLC1A5,SLC6A9,HMOX1,SLC7A11,SLC8A3,SLC43A3,SLC25A24,  SLC5A3,SLC16A9,SLC45A3 |
| GO:0006950 response to stress (BP) | NDRG4,MAPK13,HSPB6,TRIB3,HSPB7,TP53INP1,TACC3,HSPA6,  MAFF,PYCR1 |
| GO:0040007 growth (BP) | BMP2,SEPP1,INHBE,BMP4,GDF10 |
| GO:0007155 cell adhesion (BP) | LEF1,HAS1,F8,DST,ITGA3,ITGA2,HAPLN1,ITGA5,GPR56,  COL22A1,CADM4,CXADR,PRKX,OMD,EFNB2,PCDH18,COL11A1,EMR2,ITGA11,OPCML,THBS3 |
| GO:0034641 cellular nitrogen compound metabolic process (BP) | ARG2,SLC38A1,ASS1,KYNU,SLC6A6,SLC1A5,TDO2,SLC7A11,  PYCR1,MCCC2,GLS |
| GO:0007049 cell cycle (BP) | DIXDC1,FANCI,MAPK3,MAPK13,HAUS8,KIFC1,CDCA3,AURKB,  UBE2I,HELLS,ANLN,HJURP,GSG2,LIN9,PIM1,MCM2,PARD6G |
| GO:0030198 ECM organization (BP) | ECM2,MMP9,CCDC80,APLP2,KAZALD1,COL11A1 |
| GO:0030154 cell differentiation (BP) | SLIT3,TAF7L,NDRG4,ARHGAP22,PAQR5,NTNG1,DUSP6,  KAZALD1,HES4,MEG3,ANGPTL4,PLD6,BEX1,STMN1,INA,EFNB2,MGP |
| GO:0006464 protein modification process (BP) | HERC5,ST3GAL6,UBE2I,ICMT,ST6GAL1,LOX,FBXO2 |
| GO:0009790 embryo development (BP) | BMP2,FOXQ1,APLP2,FZD4,CDK5R1,PSEN2 |
|  |  |
| TRβ |  |
| GO:0007267 cell-cell signaling (BP) | IL1B,GJB2,BMP2,CXCL10,CCL7,CXCL5,ISG15,GPR56,SFRP2,KLF10,STC1,EFNB2 |
| GO:0007155 cell adhesion (BP) | HAS1,DPT,ITGA3,SVEP1,ITGA2,HAPLN1,SPP1,GPR56,COL22A1,  PTPRU,AJAP1,OMD,CXCL12,EFNB2,EMR2,OPCML |
| GO:0007165 signal transduction (BP ) | IL1B,TNFSF13B,ARHGAP22,CXCL10,CCL7,CXCL5,MX1,EPHB1,  DIRAS3,IL1RAPL1,HBEGF,CSF1R,IL8,SFRP2,ANGPTL4,SH3GL3,  RRAD,ARHGAP28,CXCL12,GRB14,ARRDC3,PLAU |
| GO:0008283 cell proliferation (BP) | PRG4,TNFSF13B,CLK1,TACSTD2,ERCC1,IL1A,CSF1R,KLF10,GRPR,CDC25A |
| GO:0030154 cell differentiation (BP) | ARHGAP22,PAQR5,SEMA7A,FCRLA,SLC26A8,GAP43,SFRP2,PTPRU,MEG3,ANGPTL4,BEX1,INA,EFNB2 |
| GO:0009790 embryo development (BP) | BMP2,FOXQ1,TPM1,SFRP2,PSEN2,PSEN1 |
| GO:0055085 transmembrane transport (BP) | HK2,ADCY1,SLC38A1,SLC29A1,SLC22A12,SLC26A8,SLC4A4,  SLC16A6,TPR,SLC43A3,SLC5A3 |

# Supplementary material for: Ligand Independent and Subtype-Selective Actions of Thyroid Hormone Receptors in Human Adipose Derived Stem Cells
**Source:** PLoS One. 2016 Oct 12;11(10):e0164407. doi: 10.1371/journal.pone.0164407
**Supplement:** S8 Table

**S8 Table.** List of the differentially expressed genes after TRα or TRβ knockdown in the enriched cell cycle-related functional themes (IPA) in hADSC (Table 3).

| Function annotation | Gene symbol |
| --- | --- |
| TRα |  |
| Cell cycle progression | ANLN, AURKB, BLM, BMP2, BMP4, BTG2,CCNE1, CCNE2, CD24, CDC25A, CDC6, CDK5R1, COPZ2, CSF1R, CSF3, CXCL10, CXCL8, DIXDC1,DNMT3B, E2F2, FOS, GLI1, GMNN, HAS1, HAUS8, HELLS, HERC5, HGF, HMOX1, IL1A, INCENP, IRF7, ITGA2, JARID2, KIFC1, LEF1, LIN9, MAFB, MAPK3, MASTL, MCM2, MCM7, mir-21, mir-25, MYH14, NEK2, NEK7, NGF, NTF3, NUF2, ORC6, PIM1, PLK1, PLK4, POLD1, PRKCZ, PSEN2, PTX3, SGOL1, SPC25, STAT3, STMN1, TACC3, TP53INP1, UBE2I,VASH2, ZAK |
| S phase | BLM, CCNE1, CDC25A, CDC6,CSF1R, E2F2, FEN1, FOS, H19,HGF, HMOX1, ITGA2, MAPK3, MCM10, MCM7, mir-21, PLK1, PMEPA1, PPAP2C, PSEN2, SSTR1, STAT3 |
| Entry into S phase | CCNE1, CDC25A, CDC6, E2F2, FOS, H19, HMOX1, ITGA2, MCM10,MCM7, PPAP2C, SSTR1, STAT3 |
| Re-entry into cell cycle progression of tumor cell lines | E2F2, NGF, PLK1 |
| M phase | ANLN, AURKB, CCNE1, CDC6, CDT1, CYP26B1, INCENP,KIF14, KIFC1, MASTL, MCM7, mir-10, MYH14, NEK2, NEK7, NUF2, PIM1, PLK1, TM4SF1 |
| Arrest in M phase | CCNE1, CDT1, CYP26B1, KIFC1, MASTL, NEK7, NUF2, PLK1 |
| Mitosis | ANLN, AURKB, BLM, BMP2, BMP4, CCNE1, CDC25A, CSF1R, CXCL10, E2F2, FOS, GMNN, HAUS8, HELLS, HGF, IL1A, INCENP, JARID2, KIFC1, LEF1,MAPK3, MASTL, MYH14, NEK2, NEK7, NGF, NTF3, NUF2, ORC6, PLK1, PLK4, PRKCZ, PTX3, SGOL1, SPC25, STAT3, STMN1 |
| Arrest in mitosis | AURKB, BLM, CCNE1, NEK7, NUF2, PLK1, PLK4, SGOL1, SPC25 |
| Arrest in interphase | BLM, BMP2, BMP4, BTG2, CCNE1, CDC25A, CDC6, CSF1R, CSF3, E2F2, FEN1, FOS, GMNN, GSG2, HGF, IL1A, ITGA5, KLK3, MAPK3, MASTL, MCM7, mir-21, mir-25, MMP9, NGF, NUAK1, PIM1, PLK1, PPAP2C, PSEN2, SSTR1, ZAK |
| Interphase | BLM, BMP2, BMP4, BTG2, CCNE1,CCNE2, CDC25A, CDC6, CSF1R, CSF3, E2F2, FEN1, FOS, GMNN, GSG2, H19, HGF, HMOX1, IL1A, ITGA2, ITGA5, KLK3, LEF1, MAPK3, MASTL, MCM10, MCM7, mir-21, mir-25, MMP9, NGF, NUAK1, PIM1, PLK1, PMEPA1, PPAP2C, PSEN2, SSTR1, STAT3, TPD52L1, ZAK |
| Arrest in G1 phase | BMP2, BTG2, CCNE1, CDC25A, CDC6, CSF1R, CSF3, E2F2, GMNN, GSG2, IL1A, ITGA5, KLK3, MAPK3, MCM7, mir-25, NGF, NUAK1, PIM1, PSEN2, SSTR1 |
| G1 phase | BMP2, BTG2, CCNE1, CCNE2, CDC25A, CDC6, CSF1R, CSF3, E2F2, GMNN, GSG2, HGF, IL1A, ITGA5, KLK3, LEF1, MAPK3, MCM7, mir-25, NGF, NUAK1, PIM1, PSEN2, SSTR1, STAT3 |
| Cytokinesis | ANLN, AURKB, CDC6, INCENP, KIF14,KIFC1, MASTL, MYH14, NEK2,NEK7, PIM1, PLK1, TM4SF1 |
| Arrest in prometaphase | CCNE1, CDT1, KIFC1, MASTL, NUF2 |
| Senescence of cells | BLM, BMP4, CCNE1, DDB2, DNMT3B,HELLS, HGF, HJURP, IL1A, LIN9, MAPK3, mir-25, NAMPT, PHC2, PLK1, PRKD1, SCMH1, TM4SF1, TSC22D1 |
| Replication of bone marrow cells | AURKB, CCNE1, CCNE2 |
| Formation of mitotic spindle | HAUS8, HELLS, KIFC1, NEK2, NEK7, NUF2, PLK1, STMN1 |
| Premature senescence of fibroblasts | DDB2, DNMT3B, LIN9, PHC2 |
| Endoreduplication | CCNE1, CCNE2, GMNN, KIF14 |
|  |  |
| TRβ |  |
| Cell cycle progression | BLM, BMP2, CDC25A, CSF1R, CXCL10, CXCL12, CXCL8, DDX17, DIRAS3, FOSL1, GLI1, HAS1, HBEGF, HERC5, IL1A, IL1B, IRF7, ITGA2, KRT19,mir-21, MX2, MYH14,NEK7, PDCD1LG2, PSEN1, PSEN2, PTX3, RRAD,SPP1, TBRG1, TMEFF2, TNFSF13B, TPR, TRIM21, ZNF365 |
| S phase | BLM, CDC25A, CSF1R, CXCL12, H19,HBEGF, HMGA1, IL1B, ITGA2, mir-21, PSEN1, PSEN2, TRIM21 |
| Entry into S phase | CDC25A, CXCL12, H19, HBEGF, HMGA1, IL1B, ITGA2, PSEN1, TRIM21 |

***RED*** = significant increase after KD; ***BLUE***= significant decrease after knockdown

How the deposited data were processed for this re-analysis (not part of the article)

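Gene expression was measured in hADSC 2 days after transfection, on 12 Illumina HT-12 v4 bead arrays, 3 per group. The cells received scramble siRNA (siCtrl), siRNA pools against TRα (siTRα) or TRβ (siTRβ), or siRNA against the transcription factor ETV5 (siETV5). Whether the siCtrl and siETV5 reagents were pools is not stated. The authors exported mean bead intensities per probe from GenomeStudio, and the deposited intensity table holds these signals with no background subtraction and no normalization, beside the detection p-value of each probe against the negative control beads of its array. The deposited detection p-values move in steps of 1 in 770. The authors then subtracted background and quantile-normalized with lumi, and the deposited table of processed values holds the result on a log2 scale, with identical quantiles on all 12 arrays, a lowest value of 5.90 and a median of 7.22. The versions of GenomeStudio and lumi are not given. Each intensity column, unprocessed and on the log2 scale, had its highest correlation with the processed column of the same sample (0.997 to 0.998). The paper's methods call a gene changed at a fold change of at least 2 and an adjusted p of at most 0.05 from limma, and the same thresholds were used here.

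All values come from the intensity table, processed with R 4.3.3 and limma 3.58.1. Signals were corrected for background with the normexp model, with the level of the negative controls inferred from the detection p-values and an offset of 16, then quantile-normalized over the 12 arrays and put on the log2 scale. Of 47226 probes, 30111 carried 1 gene symbol, 8 carried several and 17107 carried none. A probe was kept with a detection p under 0.05 on at least 3 arrays, which left 21914 probes, of which 16415 were named. For each gene the probe with the highest mean was used (3272 genes had several probes), and 12289 genes were tested. Entrez identifiers of 30072 of 30119 probes were matched to current gene names. One linear model was fitted over the 4 groups with limma's empirical Bayes moderated test (prior degrees of freedom 3.06, residual degrees of freedom 8), for siTRα, siTRβ and siETV5 each against siCtrl and for siTRα against siTRβ. The p-values were adjusted by the method of Benjamini and Hochberg over all genes tested in each contrast. With 3 arrays against 3, an exact permutation test of a single gene cannot give a p under 0.1, so all p-values of genes are limma's. Errors are the SD over the 3 arrays of a group, or the standard error of the fitted log2 fold change.

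The number of arrays and the signal over background limit the precision. Probes above background numbered 19538 to 21012 on the siCtrl arrays, 19807 to 20877 on the siTRα arrays, 19257 to 20434 on the siTRβ arrays and 18675 to 19880 on the siETV5 arrays. Correlations of log2 signals were 0.986 to 0.994 within groups and 0.969 to 0.985 between groups. The method was tested on simulated data, with known changes added to the simulated siTRα arrays, compared with simulated siCtrl arrays, for 12289 genes. Of 50 genes with a true log2 fold change of 0.6, 48% passed the adjusted p and 0% both thresholds, of 50 at 1, 80% and 42%, and of 50 at 1.5, 96% and 96%. Of 12089 unchanged genes, 8 passed the adjusted p and 0 both thresholds. In the simulated comparison of siTRβ with siCtrl arrays, a list of 60 genes raised by 0.5 gave a camera p of 2.09e-78 and an unchanged list 0.251. The simulated genes varied independently of each other, so this check does not cover lists of correlated genes. In the data the estimated correlation was 0.158 for the G2/M list and 0.346 for the interferon-stimulated list.

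Lists of genes were compared with all other genes by camera, with a preset correlation of 0.01 between genes and two-sided tests, and adjusted over 24 lists and 3 contrasts together. The lists were TR axis, G1/S and DNA synthesis, G2/M and mitosis, kinetochore, replication-dependent histones, p53 targets, adipocyte lipid storage, osteoblast, chondrocyte, mesenchymal stromal identity, interferon-stimulated, NF-kB inflammatory, ATF4 amino acid stress, sterol synthesis, actin and contractile, tubulins, ERK early response, collagens and matrix, oxidative phosphorylation, NRF2 oxidative stress, heat shock and unfolded protein, and markers of endothelium, of macrophages and blood cells, and of epithelium. Of 764 listed names, 720 were current symbols, 36 were matched as synonyms and 8 were not matched. With an estimated correlation in place of the preset one, 7 of 14 calls held for siTRα, 4 of 10 for siTRβ and 3 of 12 for siETV5. The genes named in the text are those the paper names for the KD experiment, the 8 largest rises and 8 largest falls of each contrast among genes past both thresholds whose arrays did not overlap, and up to 4 members of each list with the smallest adjusted p, and any other gene is marked as named after its values were seen. The genes in the paper's tables had been read beforehand, but not their fold changes. The lists, the tests, the thresholds, the rule for named genes and the alternatives were set before the data were examined, except the comparison of lists between a pair of KDs, the tests of explanations and of other groupings of the arrays, and the simulated lists of the real sizes, which were added later.

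Overlaps of changed genes were compared with those of independent lists by Fisher's exact test and with 100 simulated pairs of unchanged groups that shared their controls, both at the thresholds, where such lists were nearly empty, and with lists of the real sizes made of the genes of smallest p. The alternatives were no background correction, an offset of 50, median scaling or cyclic loess in place of quantile normalization, the authors' processed values, no detection filter, a detection p under 0.01 on all 3 arrays of a group, a fit of only the 2 groups compared, a replicate block, empirical Bayes with trend and robust estimation, every probe tested, each array left out in turn, the adjusted p alone, a fold change of 1.5, a fold change of 2 with no test, camera with an estimated correlation, and fry. The tests of enrichment in GeneCodis and Ingenuity Pathway Analysis and the GeneMania networks were not repeated, since their databases were not available. No overlap of the paper's cell cycle lists was tested, since the printed lists hold fewer genes than the paper's table counts for several themes. The RT-qPCR, the imaging and the arrays of T3 treatment were not part of the files used.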

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

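All the tests of explanations reported in this part, and the comparisons of lists between pairs of KDs, were chosen only after the results were seen. The results below concern patterns that the paper's text does not discuss, though its tables list some of the genes, or siETV5 arrays that it reports only as a diagram of overlaps.

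Interferon-stimulated and NF-kB genes were raised by all 3 KDs. HERC5, an interferon-induced ligase, rose by 2.70, 2.59 and 2.83 in siTRα, siTRβ and siETV5 hADSC, IFIT3, which binds foreign RNA, by 1.38, 2.52 and 2.03, and CXCL8, the chemokine that draws neutrophils, by 2.15, 1.20 and 1.86. Of 53 measured interferon-stimulated genes, siTRα raised 28, siTRβ 40 and siETV5 35 over all genes tested (28, 44 and 38 adjusted over the list alone), and 0 were lowered by any KD. Their median log2 fold changes were 0.43, 1.01 and 0.81 (camera adjusted p = 8.16e-09, 2.25e-24 and 4.5e-15; with an estimated correlation 0.227, 0.0566 and 0.107). Of 38 measured NF-kB genes the KDs raised 28, 17 and 28 over all genes tested (28, 19 and 30 adjusted over the list alone) and lowered 0, 1 and 1 (0, 4 and 1 adjusted over the list alone). Over all genes tested the lowered genes were TNFAIP6 in siTRβ and IL33 in siETV5 hADSC, named after their values were seen. The medians of the NF-kB list were 0.91, 0.39 and 0.90, or 0.64, 0.35 and 0.74 with genes below background in one group at their bound (camera adjusted p = 2.46e-14, 6.61e-06 and 1.02e-15; with an estimated correlation 0.00788, 0.0267 and 0.00788). A single low siCtrl array was not the cause, since without each siCtrl array in turn the highest camera adjusted p of these lists was 4.64e-05. An equal response to every targeting siRNA was not the whole cause of the interferon part. At the adjusted p, 56.6% of the interferon-stimulated genes differed between siTRα and siTRβ hADSC, as did 2789 of all 12289 genes. Of the interferon-stimulated genes, 1, GBP1, named after its value was seen, was higher in siTRα and 29 were lower (camera adjusted p = 5.66e-09; adjusted p = 0.316 with an estimated correlation). A common response with differences between the siRNAs added to it is not excluded by this comparison. Between siTRβ and siETV5 hADSC the NF-kB genes differed as well, 2 higher and 20 lower (camera adjusted p = 6.22e-11; adjusted p = 0.0167 with an estimated correlation). A response to each siRNA of a size set by its sequence may account for the pattern and cannot be told apart from an action of each receptor, because the design holds 0 arrays of untransfected cells and 1 siRNA treatment per target. Blood cells among the cultured cells cannot be excluded: of 5 measured markers of macrophages and blood cells (10 listed), 1 was raised by all 3 KDs, CSF1R, by 1.84, 1.32 and 0.79. In siCtrl hADSC the log2 signals of these markers were 12.85 for CD68, 8.745 for AIF1, 7.80 for CD14, 7.55 for CSF1R and 6.78 for CD163, which was below background. In siETV5 hADSC CD68 was lower (-0.47, adjusted p = 0.0278; range over the alternatives 0.00555 to 0.108) and CD14 higher (0.64, adjusted p = 0.0259; range 0.00973 to 0.0975), and AIF1 passed in no KD. With median scaling and with a fit of the 2 groups compared the calls for CD68 (0.1 and 0.0621) and CD14 (0.08 and 0.0674) were lost. The call for CD68 was also lost without siCtrl replicate 1 (0.097) and siETV5 replicate 2 (0.07) or 3 (0.108), and that for CD14 without siCtrl replicate 1 (0.0678) or 3 (0.0942) and siETV5 replicate 2 (0.0805) or 3 (0.0975). A fall of CD68 is not what added macrophages would give, while the markers moved both ways, and no sort or gate that would remove such cells was part of the array experiment as described. That the KD of each factor releases inflammatory genes stays open as the biological explanation and was not tested.

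Cell cycle genes were raised by all 3 KDs and most by siTRα, while the paper discusses them for the TR KDs. In siETV5 hADSC CDC25A rose by 1.34 (adjusted p = 0.000179) and AURKB by 1.08 (adjusted p = 3.31e-05). Of the measured genes, siETV5 raised 40 of G1/S and DNA synthesis and lowered 0 over all genes tested (44 and 0 adjusted over the list alone), with a median of 0.44 (camera adjusted p = 7.88e-14; adjusted p = 0.0266 with an estimated correlation). Of G2/M and mitosis it raised 51 and lowered 0 (55 and 0 adjusted over the list alone), with a median of 0.51 (camera adjusted p = 5.65e-15; adjusted p = 0.0566 with an estimated correlation). Of kinetochore genes it raised 19 and lowered 1, SKA2, named after its value was seen (22 and 1 adjusted over the list alone), with a median of 0.43 (camera adjusted p = 7.53e-07; adjusted p = 0.0642 with an estimated correlation). Histone genes went both ways, 3 raised and 3 lowered over all genes tested and adjusted over the list alone (camera adjusted p = 0.688). The raised histones were H3C8, H2BC11 and H3C13 and the lowered H4C14, H2BC21 and H4C15, most of them named after their values were seen. The call for H2BC11 was lost without siCtrl replicate 1 (0.0514) and siETV5 replicate 2 (0.059) or 3 (0.0522), and that for H3C13 without siCtrl replicate 1 (0.103) or 3 (0.0542) and siETV5 replicate 2 (0.112) or 3 (0.0775) and with a fit of the 2 groups compared (0.0631). Compared directly, 27 G2/M genes were higher in siTRα than in siETV5 hADSC and 0 lower (camera adjusted p = 1.9e-07; adjusted p = 0.222 with an estimated correlation), and 18 histone genes were higher and 2 lower (camera adjusted p = 1.15e-06; adjusted p = 0.129 with an estimated correlation). Without each siCtrl array in turn, the highest camera adjusted p of the G1/S, G2/M and kinetochore lists was 1.32e-05, which argues against a single siCtrl array as the cause. The siCtrl arrays cancel from the difference between siTRα and siTRβ hADSC, so they cannot be the source of the larger shift in siTRα hADSC. In that comparison 42.9% of the G2/M genes were higher in siTRα hADSC at the adjusted p, as were 1350 of all 12289 genes. The camera call for the list as a whole was lost with an estimated correlation (adjusted p = 0.129). For the part common to the 3 KDs, the shared siCtrl arrays cannot be told apart from an effect of each KD: siTRβ and siETV5 hADSC did not differ in the G2/M list (camera adjusted p = 0.0829), and a missed threshold does not show that they were equal. An effect of the loss of each factor on the cell cycle may underlie the common part and was not tested.

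Genes of the ATF4 response to amino acid stress were lower in both TR KDs. INHBE, a TGF-beta family subunit induced by ATF4, had log2 fold changes of -2.15 in siTRα and -0.98 in siTRβ hADSC, and TRIB3, a pseudokinase that restrains ATF4, had -1.19 and -0.75. Of 41 measured genes siTRα lowered 27 and raised 1, GDF15, over all genes tested (31 and 2 adjusted over the list alone), with a median of -0.65 (camera adjusted p = 6.72e-14; adjusted p = 0.0266 with an estimated correlation). TRβ KD lowered 21 and raised 0 (29 and 0 adjusted over the list alone), with a median of -0.37 (camera adjusted p = 1.22e-12; adjusted p = 0.0267 with an estimated correlation). ETV5 KD lowered 8 and raised 2, ATF3 and GDF15 (9 and 2 adjusted over the list alone; median -0.22; camera adjusted p = 0.00343; adjusted p = 0.227 with an estimated correlation). Between the TR KDs, 6 genes were higher and 17 lower in siTRα hADSC (camera adjusted p = 0.00147; adjusted p = 0.279 with an estimated correlation).

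Targets of p53 moved with TRα KD. DDB2, a sensor of DNA damage, rose by 1.37, and TNFRSF10A, a death receptor, by 1.18. Of 35 measured targets siTRα raised 15 and lowered 2, TP53I3 and FAS, over all genes tested (18 and 4 adjusted over the list alone), with a median of 0.32 (camera adjusted p = 0.00154; adjusted p = 0.0266 with an estimated correlation). TRβ KD raised 1, TNFRSF10A, whose call was lost in 4 alternatives, with median scaling (adjusted p = 0.0788), with a fit of the 2 groups compared (0.0541), without siCtrl replicate 3 (0.0678) and without siTRβ replicate 3 (0.0707; range over the alternatives 0.00987 to 0.0788), and lowered 7 (2 and 8 adjusted over the list alone), and the list did not pass (camera adjusted p = 0.0763). ETV5 KD raised 5, GDF15, TNFRSF10D, CYFIP2, SERTAD1 and BAX, and lowered 2, TP53I3 and CCNG1 (5 and 1 adjusted over the list alone; camera adjusted p = 0.597), and the call for CYFIP2 was lost with median scaling (0.186) and without siETV5 replicate 2 (0.0533) or 3 (0.0525), and that for TP53I3 with median scaling (0.0868). The TR KDs differed, with 18 targets higher and 1 lower in siTRα hADSC (camera adjusted p = 2.36e-06; adjusted p = 0.0167 with an estimated correlation). Of these targets, those outside the rule for named genes were named after their values were seen.

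Some of the large rises in siETV5 hADSC were in genes that the paper's text does not discuss, of which TDO2 and IL1A are in its tables for the TR KDs. IL1RN rose by 3.98 and TDO2 by 3.44 on the log2 scale. IL1A, the cytokine interleukin-1 alpha, was below background in siCtrl hADSC, so that it was at least 3.90-fold higher (adjusted p = 1.66e-05), and its fitted log2 fold change of 2.98 is no bound.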

How the results depend on the processing

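No test in this part was chosen after the results were seen.

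No named gene or list that passed its threshold changed direction under any alternative. Counts of genes stayed within 1.5 times their value in 172 of the comparisons that kept all arrays and left it in 38, and in all 99 comparisons without 1 array they stayed within it. Counts of lists past the threshold did so in 35 and left it in 4, and stayed within it in all 18 without 1 array. Without any background correction TRα KD raised 213 genes, TRβ KD changed 171 (139 raised, 32 lowered), ETV5 KD changed 259 (90 lowered), 81 genes were changed by both siTRα and siTRβ and 99 by both siTRβ and siETV5, and 196 differed between the TR KDs. The genes lowered by siTRβ numbered 53 with an offset of 50, 45 with the authors' processed values and 126 with every probe tested. For these the cause was not tested.

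With the adjusted p alone, a looser threshold by construction, the changed, raised and lowered genes were 3208, 1718 and 1490 for siTRα, 2084, 1190 and 894 for siTRβ and 3002, 1607 and 1395 for siETV5, 1157 genes were changed by both siTRα and siTRβ, 1480 by both siTRα and siETV5 and 1291 by both siTRβ and siETV5, and 2789 differed between the TR KDs. With a fold change of at least 1.5, again looser by construction, they were 1594, 900 and 694 for siTRα, 997, 603 and 394 for siTRβ and 1485, 772 and 713 for siETV5, with overlaps of 501, 652 and 555 in the same order, and 1256 differed.

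Leaving out each array in turn gave 510 to 598 changed genes for siTRα (313 to 370 raised, 182 to 228 lowered), 255 to 337 for siTRβ (192 to 232 raised, 63 to 117 lowered) and 408 to 476 for siETV5 (230 to 265 raised, 163 to 212 lowered). The overlaps ranged from 118 to 148 for siTRα and siTRβ, 169 to 198 for siTRα and siETV5 and 133 to 165 for siTRβ and siETV5, and 323 to 367 genes differed between the TR KDs. The lists past the threshold ranged from 13 to 14 for siTRα, 9 to 11 for siTRβ and 9 to 12 for siETV5.

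Median scaling moved the median log2 fold change of all genes in siTRα hADSC to 0.117, and with it the share of raised genes went from 62.4% to 75.2% for siTRα, from 56.3% to 46.5% for siETV5 and from 44.9% to 61.3% for siTRα minus siTRβ, so that the larger side turned in the last pair of contrasts. Of the 584 genes it called for siTRα, 470 were among the 529, and of the 420 called from the authors' processed values, 414 were. Fitted with a replicate block, siTRα changed 530, siTRβ 296 and siETV5 418 genes, and 13, 10 and 12 lists passed. The replicate numbers do not pair the arrays: after the group means were removed, arrays of the same number correlated at -0.21 to 0.24 and of other numbers at -0.34 to 0.31.

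Of 24 lists, 14 passed for siTRα, 10 for siTRβ and 12 for siETV5, and with an estimated correlation 7, 4 and 3 passed. The replication-dependent histones in siTRα hADSC were among those lost (adjusted p = 0.0642). With fry, which does not compare a list with other genes, 18, 19 and 17 passed, and the adipocyte list in siTRβ hADSC gave 0.000881. The G1/S, G2/M, kinetochore, interferon-stimulated, NF-kB and ERK lists passed in all 3 KDs under every alternative that kept camera's preset correlation. Lists otherwise kept their side of the threshold in 876 comparisons and in 412 without 1 array, gained it in 28 and 6 and lost it in 32 and 14.

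Named genes kept their side in 4752 comparisons that kept all arrays, gained a call in 52 and lost one in 162, and without 1 array they kept it in 2514, gained one in 21 and lost one in 183. Where a probe was below background in one group, as in 77, 48 and 81 of the changed genes of siTRα, siTRβ and siETV5, its fitted size depends on the signal over background and only a bound was given.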

Differences from the paper's values

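The simulation with lists of the real sizes was chosen only after the results were seen. None of the paper's counts was more than 1.5 times the count found here or less than that fraction of it. The paper reports 598 genes changed by TRα KD and 529 were found, with 345 against 330 raised and 253 against 199 lowered. Over the alternatives that kept both thresholds the count went from 356, with no background correction, to 617, with every probe tested (376 raised, 241 lowered). Without siCtrl replicate 1 it was 598, but with 370 raised and 228 lowered, so the equal total does not mean equal lists. The paper reports 295 genes changed by TRβ KD and 296 were found. The paper's 133 genes changed by both stand against 135, or 118 to 148 with 1 array left out.

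The paper states that many genes changed by both TR KDs were oppositely regulated. At its thresholds 1 of the 135 was, and at the adjusted p alone 93 of 1157 were, or 8.04%. Shared siCtrl arrays by themselves favor equal signs on average: simulated unchanged groups with lists of these sizes gave a mean of 7.59% opposite at the adjusted p alone. Single simulated pairs gave up to 90.0%, so the tally alone does not settle the paper's statement. Among the genes it names, TP53INP1 rose by 1.56 in siTRα and decreased by 0.64 in siTRβ hADSC, where the latter was under 2-fold and lost its call with median scaling (adjusted p = 0.0529). ICMT had 0.28 in siTRβ hADSC and passed under no alternative (adjusted p = 0.171; range over the alternatives 0.0885 to 0.431). MMP9 had -0.34 (adjusted p = 0.0757) and passed the adjusted p with trend and robust estimation (0.0469) and without siTRβ replicate 1 (0.0228), within a range of 0.0228 to 0.39. Compared directly, both differed between the TR KDs.

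For the groups of genes with SOAT2, CCNE2, ICMT and MMP9 the paper also cites RT-qPCR (Fig 6 and S10 Fig). That evidence was not part of the files used, so the array values here do not replace it. The paper names SOAT2 among the genes induced by TRβ KD. Its log2 fold change of 0.51 did not pass (adjusted p = 0.244) and passed under no alternative (0.161 to 0.482), while FABP4, CIDEA and SPP1 passed both thresholds. The paper names E2F2 as selective for TRα KD, which the direct comparison bears out (1.47, adjusted p = 3.26e-05), and without siCtrl replicate 1 it also passed the adjusted p in siTRβ hADSC (0.0113). It names H2BC5 (HIST1H2BD) as selective too, and H2BC5 passed the adjusted p in siTRβ hADSC at 0.64, under 2-fold. It names CCNE2 as de-repressed by TRα KD, and CCNE2 was above background on 0 of 12 arrays. It names STAT3 and MAPK3 as repressed by TRα KD and CXCL12 by TRβ KD, and these had -0.88, -0.88 and -0.97 on the brightest probe, past the adjusted p and under 2-fold, while other probes of STAT3 (-1.05), MAPK3 (-1.10) and CXCL12 (-1.58 and -1.54) lay past 2-fold.

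The paper counts NDC80 among the genes repressed by TRα, and NDC80 had 0.35 (adjusted p = 0.308) and passed under no alternative (0.102 to 0.751). NUF2, SPC24 and SPC25 rose in siTRα hADSC. The paper describes SPC24 and SPC25 as TRα targets that RT-qPCR found and the microarray did not. Here SPC25 passed both thresholds at 1.38 and is in the paper's own lists for cell division, and SPC24 passed the adjusted p at 0.97, under 2-fold. The paper states, from an enrichment test of genes changed at least 2-fold, that TRβ was only involved in cell cycle progression, S phase and entry into S phase. In siTRβ hADSC the G2/M list was raised when changes of any size counted (camera adjusted p = 9.37e-15; adjusted p = 0.0566 with an estimated correlation). At the adjusted p, 0 of its 77 measured genes rose at least 2-fold, so the shift of the list does not contradict the paper's statement.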

Other observations

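The tests of other groupings of the arrays and the comparisons of lists between KDs were chosen only after the results were seen.

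TXNIP, an inhibitor of thioredoxin in the TR axis list, had log2 fold changes of -0.74 in siTRα and -0.56 in siTRβ hADSC, and KLF9, a T3-induced transcription factor, -0.41 (adjusted p = 0.0262) and -0.45 (adjusted p = 0.0253). The call for TXNIP in siTRβ hADSC was lost with median scaling (adjusted p = 0.11). The calls for KLF9 were lost with median scaling (adjusted p = 0.331 and 0.242) and with a fit of the 2 groups compared (0.0505 and 0.11). In siTRα hADSC the call was also lost without siCtrl replicate 2 (0.1) or 3 (0.0829) and without siTRα replicate 1 (0.061), 2 (0.0734) or 3 (0.0586), and in siTRβ hADSC without siCtrl replicate 2 (0.0918) or 3 (0.0812) and without siTRβ replicate 3 (0.0906), and over all alternatives the adjusted p ranged from 0.00466 to 0.331 and from 0.00375 to 0.242. Of 13 measured TR axis genes siTRα lowered 4, TXNIP, RXRA, NCOA1 and KLF9, siTRβ lowered 5, TXNIP, STAT5A, NCOA1, KLF9 and NCOA2, and neither raised any over all genes tested (4 and 6 lowered adjusted over the list alone). ETV5 KD lowered 5, NCOA2, STAT5A, TXNIP, ME1 and THRA, and raised CPT1A (6 and 1 adjusted over the list alone). With median scaling the calls for RXRA (0.178) and NCOA1 (0.371) in siTRα, NCOA1 (0.241) and STAT5A (0.0705) in siTRβ and TXNIP (0.36) in siETV5 hADSC were lost, and with a fit of the 2 groups compared those for STAT5A in siTRβ (0.0574) and TXNIP in siETV5 hADSC (0.0527). Lost without 1 array were NCOA1 in siTRβ hADSC (siCtrl replicate 1, 0.0531; siTRβ replicate 2, 0.059) and, in siETV5 hADSC, CPT1A (siCtrl replicate 3, 0.0501), ME1 (siCtrl replicate 1, 0.0897; siETV5 replicate 2, 0.0641, and 3, 0.0963), TXNIP (siCtrl replicate 3, 0.0786; siETV5 replicate 1, 0.0706, and 3, 0.0763) and THRA (siCtrl replicate 1, 0.145; siETV5 replicate 1, 0.0718, 2, 0.128, and 3, 0.0833). The list moved down in all 3 KDs (camera adjusted p = 0.00442, 0.00406 and 0.0289; with an estimated correlation 0.0566, 0.0566 and 0.102), and the siETV5 call was lost without siCtrl replicate 2 (0.0569), without siETV5 replicate 1 (0.0563) and with the stricter detection filter (0.0892). HR was above background on 0 of 12 arrays. IGFBP3, which binds insulin-like growth factors, had -0.37 and -0.52 in siTRα and siTRβ hADSC and did not pass (adjusted p = 0.164 and 0.0745), but with every probe tested it did (0.0191 and 0.035), in siTRα hADSC also with a fit of the 2 groups compared (0.0294) and in siTRβ hADSC also with a trended and robust variance (0.0413) and without siTRβ replicate 1 (0.0191). MAPK13, a p38 kinase, rose by 1.38 and 1.17 in siTRα and siTRβ hADSC.

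DUSP5, a phosphatase induced by ERK, rose by 1.28 in siTRβ hADSC. Of 29 measured ERK early response genes siTRα raised 16 and lowered 1, MYC, siTRβ raised 12 and lowered 2, SPRY1 and KLF10, and siETV5 raised 13 and lowered 3, ETV5, SPRY1 and MYC, over all genes tested (17 and 1, 15 and 3, and 16 and 3 adjusted over the list alone). The list moved up in all 3 KDs (camera adjusted p = 1.25e-05, 0.000117 and 0.000564; with an estimated correlation 0.0266, 0.0267 and 0.0408).

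COL10A1, a collagen of hypertrophic cartilage, rose in all 3 KDs, by 0.89, 0.82 and 0.84, while PRG4, a lubricating proteoglycan, had -0.84, -1.16 and -1.76. Of 11 measured chondrocyte genes siTRα lowered 6, siTRβ 3 (HAPLN1, PRG4 and COL11A1) and siETV5 5 (PRG4, HAPLN1, COL11A1, COMP and SOX9), and each raised COL10A1 alone, over all genes tested (6, 5 and 5 lowered adjusted over the list alone; camera adjusted p = 0.00668, 0.117 and 0.0324; with an estimated correlation 0.0884, 0.284 and 0.161). The siETV5 call was lost without siCtrl replicate 3 (0.0812) and without siETV5 replicate 1 (0.0835), and siTRβ passed with median scaling (0.0415) and with every probe tested (0.0169). The call for COL11A1 in siTRβ hADSC was lost with median scaling (0.0966) and with a fit of the 2 groups compared (0.0511). Of 19 measured genes of sterol synthesis, siTRβ raised 5, EBP, TM7SF2, MVK, NSDHL and DHCR7, and lowered 0 over all genes tested (6 and 0 adjusted over the list alone; camera adjusted p = 0.0128; adjusted p = 0.0884 with an estimated correlation), a call lost without siCtrl replicate 2 (0.0536), and that for NSDHL was lost with a fit of the 2 groups compared (0.0611). The list did not pass for siTRα (camera adjusted p = 0.363) or siETV5 (0.688). Of 25 measured heat shock and unfolded protein genes siTRα raised 9 and lowered 2, XBP1 and EDEM1 (11 and 2 adjusted over the list alone; camera adjusted p = 0.0158; adjusted p = 0.0566 with an estimated correlation), siETV5 raised 6 and lowered XBP1 (the same numbers adjusted over the list alone; 0.0429; 0.088 with an estimated correlation), and siTRβ raised 5, HSPA6, CRELD2, SDF2L1, HSPA1B and CALR, and lowered 0 (5 and 1 adjusted over the list alone), and the list did not pass (0.0547). The siETV5 call was lost in 7 further alternatives, among them without siCtrl replicate 2 (0.076) or 3 (0.0563) and without siETV5 replicate 1 (0.0785; range over the alternatives 8.66e-05 to 0.128). For siTRβ the list passed without siCtrl replicate 1 (0.0494), without siTRβ replicate 3 (0.0392) and with no detection filter (0.018). In siTRβ hADSC the calls for CRELD2 (0.137 and 0.0556) and SDF2L1 (0.124 and 0.0766) were lost with median scaling and with a fit of the 2 groups compared, and that for HSPA1B with these (0.251 and 0.122), with no detection filter (0.062) and without siCtrl replicate 1 (0.0641), 2 (0.0877) or 3 (0.0955) or siTRβ replicate 1 (0.0651) or 3 (0.122). In siETV5 hADSC the calls for XBP1 (0.222), HSPA1B (0.165) and SDF2L1 (0.276) were lost with median scaling, the last also without siCtrl replicate 1 (0.0627) or 2 (0.054) and siETV5 replicate 2 (0.0592) or 3 (0.053). HSPA6, a heat shock protein of the list, rose by 1.71 in siTRβ and 2.11 in siETV5 hADSC.

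HMOX1, which degrades heme, had -1.50 in siTRα and 0.99 in siETV5 hADSC. Of 17 measured NRF2 genes siTRα lowered 3, SLC7A11, HMOX1 and PIR, and raised AKR1B10 (the same numbers adjusted over the list alone), and the list moved down (camera adjusted p = 0.0478; adjusted p = 0.107 with an estimated correlation), a call lost in 6 further alternatives, among them without siCtrl replicate 2 (0.0521) or 3 (0.0734) and without siTRα replicate 1 (0.106) or 2 (0.0684; range over the alternatives 0.000144 to 0.107). ETV5 KD raised 4, HMOX1, AKR1B10, TXNRD1 and TKT, and lowered ME1 (the same numbers adjusted over the list alone), and the list moved up (camera adjusted p = 0.0202; adjusted p = 0.0784 with an estimated correlation), while for siTRβ it did not pass (0.251). With median scaling the calls for PIR in siTRα (0.129) and TXNRD1 in siETV5 hADSC (0.086) were lost, and that for ME1 was lost without siCtrl replicate 1 (0.0897) and siETV5 replicate 2 (0.0641) or 3 (0.0963). CNN1 and MYL9, of contractile fibers, rose in siTRβ hADSC by 1.11 (adjusted p = 0.00568) and 0.86 (adjusted p = 0.00173). Of 25 measured actin and contractile genes siTRβ raised 3, MYL9, CNN1 and SRF, and lowered TPM4 over all genes tested and adjusted over the list alone, and the list, with a median of -0.04 and a mean of 0.03, did not pass (camera adjusted p = 0.769). The calls for SRF (0.222 and 0.0757) and TPM4 (0.286 and 0.0511) were lost with median scaling and with a fit of the 2 groups compared, and that for SRF also with no detection filter (0.0637) and without siCtrl replicate 1 (0.0576), 2 (0.116) or 3 (0.0864) or siTRβ replicate 2 (0.0679) or 3 (0.138). TRα KD lowered 5, MYLK, PDLIM7, MYL9, CNN2 and TPM4, and siETV5 4, TPM4, MRTFA, CALD1 and CNN2, and raised 0 (camera adjusted p = 0.0113 in each; adjusted p = 0.0566 with an estimated correlation), and with median scaling the siETV5 call was lost (0.18). With median scaling the calls for PDLIM7 (0.34), MYL9 (0.0567) and CNN2 (0.447) in siTRα and CALD1 (0.321) and CNN2 (0.333) in siETV5 hADSC were lost, the last also without siCtrl replicate 1 (0.0737) or 2 (0.0537) and siETV5 replicate 1 (0.0633) or 3 (0.0729). Of 21 measured tubulin genes siTRβ raised STMN1 and TUBG1 and lowered TUBB2B over all genes tested and adjusted over the list alone, and the list passed in no KD (camera adjusted p = 0.777, 0.536 and 0.601 for siTRα, siTRβ and siETV5), and the call for TUBG1 was lost with median scaling (0.105) and without siCtrl replicate 2 (0.0604) or siTRβ replicate 3 (0.0654).

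The adipocyte list did not pass for siTRα (camera adjusted p = 0.414) or siETV5 (0.949), though 8 of its genes were lower and 1 higher in siTRα than in siTRβ hADSC (camera adjusted p = 0.0258; adjusted p = 0.129 with an estimated correlation), nor did the osteoblast list (0.886 and 0.945). For siTRα the median of the osteoblast list was -0.00 and its mean 0.04, and for siETV5 -0.06 and 0.11. The mesenchymal stromal list did not pass (0.794, 0.331 and 0.723 for siTRα, siTRβ and siETV5), nor did collagens and matrix (0.0763, 0.0543 and 0.232), oxidative phosphorylation (0.857, 0.596 and 0.169), endothelial markers (0.949, 0.744 and 0.949; 2 of 10 measured), macrophage and blood cell markers (0.455, 0.154 and 0.546; 5 measured) or epithelial markers (0.118, 0.614 and 0.286; 4 of 9 measured). Collagens and matrix passed for siTRα and siTRβ without siCtrl replicate 3 (0.0486 and 0.0318), without replicate 1 of the KD group (0.0394 and 0.0473), with no detection filter (0.0379 and 0.02) and with every probe tested (0.0238 and 0.00591). Epithelial markers passed for siTRα with median scaling (0.0308) and for siTRβ with the stricter detection filter (0.0158), and macrophage and blood cell markers for siTRβ with every probe tested (0.0294). Genes of this and the preceding paragraphs outside the rule for named genes were named after their values were seen.

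Other splits of the arrays were counted for each result. Each comparison of 3 arrays with 3 has 10 splits, too few for a share under 0.05, and 1 split, the real one, reached the real value in each. Every other split put 1 array of each group into the other group. Any difference between the groups then adds to the spread within them, so the low counts of genes in those splits do not measure chance. The genes changed numbered 529, 296 and 419 for siTRα, siTRβ and siETV5, and at most 1, 1 and 0 in the other splits. The genes raised numbered 330, 213 and 236 (at most 0, 1 and 0), and those lowered 199, 83 and 183 (at most 1, 0 and 0). The lists past the threshold numbered 14, 10 and 12 (at most 11, 8 and 8), and 336 genes differed between the TR KDs (at most 0). For the overlaps, 100 splits of 9 arrays into 3 groups were drawn, and 3 reached the 135 genes shared by siTRα and siTRβ (highest other 196), 2 the 170 shared by siTRα and siETV5 (highest other 202) and 1, the real one, the 154 shared by siTRβ and siETV5 (highest other 55). These shares under 0.05 do not exclude a random grouping of the KD arrays, since they follow from how often a split broke up the reference group, as 96, 97 and 98 of the splits did, with at most 1 shared gene. Of the 4, 3 and 2 splits that kept 1 whole group as the reference, 3, 2 and 1 reached the real value, the real one included.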
